# TIGIT inhibition and lenalidomide synergistically promote antimyeloma immune responses after stem cell transplantation in mice

**DOI:** 10.1172/JCI157907

**Published:** 2023-02-15

**Authors:** Simone A. Minnie, Olivia G. Waltner, Kathleen S. Ensbey, Stuart D. Olver, Alika D. Collinge, David P. Sester, Christine R. Schmidt, Samuel R.W. Legg, Shuichiro Takahashi, Nicole S. Nemychenkov, Tomoko Sekiguchi, Gregory Driessens, Ping Zhang, Motoko Koyama, Andrew Spencer, Leona A. Holmberg, Scott N. Furlan, Antiopi Varelias, Geoffrey R. Hill

**Keywords:** Immunology, Oncology, Adaptive immunity, Bone marrow transplantation, Cancer immunotherapy

## Abstract

Autologous stem cell transplantation (ASCT) with subsequent lenalidomide maintenance is standard consolidation therapy for multiple myeloma, and a subset of patients achieve durable progression-free survival that is suggestive of long-term immune control. Nonetheless, most patients ultimately relapse, suggesting immune escape. TIGIT appears to be a potent inhibitor of myeloma-specific immunity and represents a promising new checkpoint target. Here we demonstrate high expression of TIGIT on activated CD8^+^ T cells in mobilized peripheral blood stem cell grafts from patients with myeloma. To guide clinical application of TIGIT inhibition, we evaluated identical anti-TIGIT antibodies that do or do not engage FcγR and demonstrated that anti-TIGIT activity is dependent on FcγR binding. We subsequently used CRBN mice to investigate the efficacy of anti-TIGIT in combination with lenalidomide maintenance after transplantation. Notably, the combination of anti-TIGIT with lenalidomide provided synergistic, CD8^+^ T cell–dependent, antimyeloma efficacy. Analysis of bone marrow (BM) CD8^+^ T cells demonstrated that combination therapy suppressed T cell exhaustion, enhanced effector function, and expanded central memory subsets. Importantly, these immune phenotypes were specific to the BM tumor microenvironment. Collectively, these data provide a logical rationale for combining TIGIT inhibition with immunomodulatory drugs to prevent myeloma progression after ASCT.

## Introduction

Autologous stem cell transplantation (ASCT) is an effective and highly utilized consolidative therapy for multiple myeloma (MM) that prolongs progression-free survival (PFS). We have previously shown that T cell–dependent myeloma-specific immunity contributes to prolongation of PFS and that disease progression is characterized by immune escape (1, 2). This immune escape is associated with T cell dysfunction and the expression of inhibitory receptors, such as TIGIT, in both patients and preclinical models (2, 3). Consistent with this, inhibition of TIGIT reduced myeloma progression in transplant and nontransplant experimental systems (2, 3). Several clinical studies have shown expression of multiple inhibitory receptors on CD8^+^ T cells in peripheral blood (PB) of patients with MM (4–6). In vitro data suggested that PD-1 inhibition may provide additive effects with immunomodulatory drugs (IMiDs) (7, 8). However, in phase III clinical trials (KEYNOTE-183 and KEYNOTE-185) of the combination of anti–PD-1 (αPD-1) antibodies and IMiDs (9, 10), there was an increase in serious adverse events in the αPD-1 arms and both trials were stopped early due to an unfavorable risk-benefit profile and decreased overall survival. The significantly increased expression of TIGIT relative to other immune checkpoints, including PD-1, in patients with MM suggests TIGIT may be a favorable target (3). In the present study, we provide preclinical evidence to support the combination of TIGIT inhibition with IMiDs as maintenance therapy after SCT. Moreover, we demonstrate that the antitumor activity of αTIGIT in MM is dependent on Fc–Fcγ receptor (Fc-FcγR) coengagement.

## Results

### TIGIT is upregulated on nonsenescent CD8^+^ T cells in mobilized PB stem cell products.

We sought to interrogate TIGIT expression in ASCT donor products, as clinical studies have reported expression of TIGIT on bone marrow (BM) CD8^+^ T cells from patients with MM (3, 11) and we have previously shown that preexisting CD8^+^ T cells in the donor graft provide antimyeloma immunity in preclinical murine models (1). Thus, we performed high-parameter flow cytometry on CD8^+^ T cells from mobilized PB stem cell (PBSC) grafts to determine whether TIGIT is expressed on T cells that are putatively expanded during ASCT. We compared the phenotype of CD8^+^ T cells in PBSC grafts from patients with MM undergoing ASCT to PBSC grafts mobilized from healthy patients. The median age of patients at the time of mobilization was 62 ± 10 years in MM patients and 56 ± 16 years in healthy controls. We analyzed flow cytometry data using FlowSOM (12), a dimensionality reduction tool, to unbiasedly identify CD8^+^ T cell populations based on expression of various T cell markers. FlowSOM analysis of CD8^+^ T cells from both cohorts identified 15 populations spanning T cell differentiation, including naive (Tn; CCR7^+^CD45RA^+^), effector memory (Tem; CCR7^–^CD45RA^–^), and terminally differentiated (Temra; CCR7^–^CD45RA^+^) T cells (Figure 1, A–C, and Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/JCI157907DS1). Quantities of naive and memory T cells were comparable between PBSCs from patients with MM compared with healthy controls (Figure 1D). Coexpression of costimulatory molecules (DNAM-1, CD28), inhibitory receptors (TIGIT, PD-1), transcription factors (TCF1, Eomes), and functional markers (Ki67, granzyme B) identified several subsets of Tem and Temra cells that expressed TIGIT (Figure 1, B and C). Interestingly, PD-1 was only dimly expressed on 1 subset of putatively senescent Temra cells (Figure 1B). Due to the age of the patient cohorts and the correlation of TIGIT expression with immune senescence, we divided TIGIT-expressing populations into those that were activated or senescent based on gain or loss of CD28 expression, respectively (Figure 1B) (13, 14). PBSC grafts from patients with MM had higher frequencies of activated TIGIT^+^CD28^+^CD8^+^ T cells compared with healthy controls (Figure 1E). We next evaluated coexpression of DNAM-1 on TIGIT-expressing cells, as expression of DNAM-1 on CD8^+^ T cells is necessary for the antitumor efficacy of TIGIT inhibition (15–17). Importantly, the frequency of TIGIT^+^CD28^+^ T cells that coexpressed DNAM-1 or granzyme B was significantly increased in patients with MM and these subsets thus likely represent the optimal targets for TIGIT inhibition (Figure 1F).

Next, to determine whether the stem cell mobilization process itself impacted T cell phenotype, we compared CD8^+^ T cells from PB mononuclear cells (PBMCs), both before and after G-CSF administration, to CD8^+^ T cells in the apheresis product from healthy controls. CD8^+^ T cells in PBMCs after G-CSF were more naive, with a reduced frequency of Tem and TIGIT^+^CD28^+^ T cells (Supplemental Figure 2, A and B). However, there was no difference in naive and memory T cell subsets in the apheresis product compared to pre–G-CSF PBMC samples, indicating that the increase in frequency of circulating naive T cells after G-CSF mobilization did not impact T cell composition in the apheresis product. On the other hand, expression of DNAM-1 on TIGIT^+^CD28^+^ T cells was marginally reduced after exposure to G-CSF in both PBMCs and in the apheresis product (Supplemental Figure 2C). The addition of plerixafor to G-CSF mobilization in patients with MM did not impact the frequency of TIGIT^+^CD28^+^ T cells in PBSC grafts (Supplemental Figure 2D). Furthermore, 2 patients were consecutively mobilized with G-CSF alone and then with G-CSF and plerixafor, which allowed for paired analyses of T cell phenotypes, and no differences in T cell subsets or the frequency of TIGIT^+^CD28^+^ T cells was observed (Supplemental Figure 2, E and F). Finally, we assessed the effects of cryopreservation on T cell differentiation and the frequency of TIGIT^+^CD28^+^ T cells in healthy PBMCs from young individuals. We observed a decrease in Tn cells with a subsequent increase in Temra; however, TIGIT^+^CD28^+^ T cells were unaffected by the cryopreservation process (Supplemental Figure 2, G and H). Together, these data highlight that activated TIGIT^+^DNAM-1^+^ T cells are present in G-CSF–mobilized PBSC grafts from patients with MM and as such TIGIT represents a logical immunotherapeutic target in combination with ASCT.

### Antimyeloma activity of αTIGIT antibodies after SCT is dependent on FcγR binding.

Human αTIGIT antibodies under clinical investigation either bind FcγR (αTIGIT) or are modified to limit Fc binding (αTIGIT-Fc-dead) (18). Elucidating the contribution of FcγR-binding to αTIGIT activity is crucial for the clinical development of these agents in hematological cancers, including MM, as mouse models have demonstrated necessity for FcγR binding in solid tumors (19). Thus, we determined the contribution of FcγR binding to antimyeloma activity of a murine αTIGIT antibody. We used our syngeneic SCT systems characterized by CD8^+^ T cell control since the potency of immune control in our ASCT model, where donor T cells are myeloma experienced, makes any substantial increases in survival with checkpoint inhibition difficult to ascertain (1). We administered αTIGIT or αTIGIT-Fc-dead early after SCT and found that immunological efficacy of TIGIT inhibition was highly dependent on FcγR binding (Figure 2A). Furthermore, mice that responded to αTIGIT treatment were cured of myeloma, as depletion of T cells in long-term survivors did not result in subsequent disease relapse (Figure 2B). Nonetheless, a subset of mice did not respond to αTIGIT treatment and may benefit from combinational approaches.

### The combination of αTIGIT and lenalidomide promoted synergistic antimyeloma activity.

IMiDs are standard of care as maintenance therapy after SCT and both stimulate immunity and directly inhibit myeloma cells. We thus hypothesized that TIGIT blockade may provide synergistic antimyeloma activity when combined with IMiDs after ASCT. MM-bearing mice were transplanted with a suboptimal dose of T cells followed by treatment with αTIGIT and/or lenalidomide (Figure 2C). We confirmed reduced expression of the IMiD target Aiolos in T cells from lenalidomide-treated CRBN mice in our model (Figure 2D). There was no monotherapeutic activity of αTIGIT or lenalidomide with this suboptimal T cell dosing; however, the combination of both drugs provided synergistic antimyeloma efficacy (Figure 2E). We observed no increase in toxicity (clinical score [ref. 20] and weight loss) in combination-treated mice compared to either monotherapy (data not shown). These data confirm that the combination of an IMiD with αTIGIT is an effective approach to target monotherapy nonresponders.

### αTIGIT and lenalidomide combination immunotherapy expands polyfunctional effector CD8^+^ T cells early after transplantation.

We have previously demonstrated that CD8^+^ T cells are the major mediators of myeloma-specific T cell responses and that TIGIT inhibition activates CD8^+^ T cells after SCT (1, 2). Thus, we performed single-cell RNA sequencing to measure changes in both gene expression and the TCR repertoire in CD8^+^ T cells from the BM of mice treated with either murine IgG2a isotype control (cIg), monotherapies, or the combination of αTIGIT and lenalidomide. 

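Each of the 4 treatment groups (cIg, αTIGIT, lenalidomide, and αTIGIT with lenalidomide) was a single library of CD8+ T cells, sort purified from the BM of 5 pooled mice 4 weeks after SCT. Recipients received 10000000 BM cells with T cells, for which the paper states 2000000 and the sample labels state 5000000. Antibody was given at 100 μg per dose, and lenalidomide at 50 mg/kg daily from day 14. The method captures single cells in droplets and counts unique molecular identifiers (UMIs), each standing for 1 captured RNA molecule, and the TCR chains of the same cells are sequenced from a companion library. The authors aligned the reads with cellranger, downsampled them to a similar read depth across libraries, and kept cells with more than 2500 and fewer than 25000 UMIs, under 15% mitochondrial RNA, and expression of Cd3e/g and Cd8a. The deposited table holds their raw UMI counts of 17561 genes in 11754 cells, with no normalization.

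Libraries 1 to 4 held 4237, 2003, 1725 and 3789 cells, with 38440687, 17300552, 15556967 and 34741484 UMIs. The median cell had between 7115 and 7669 UMIs in a library, and between 2165 and 2417 detected genes. A TCR was called in 59.1%, 76.2%, 71.7% and 71.1% of the cells of libraries 1 to 4, 7961 cells in all. The deposited tables number the libraries without naming a treatment, so values are given over the 4 libraries together and as the range over single libraries, and no value is assigned to a treatment. With 1 library per group there are no replicates, cells are not treated as replicates, and no test between groups or clusters was made. UMIs were summed over the cells of a cluster and expressed as counts-per-million (CPM). Exact Poisson 95% intervals are given for CPM, exact conditional binomial intervals for log2 ratios of CPM, and Clopper-Pearson intervals for shares of cells. All of these intervals cover counting error only, not differences between mice. The intervals for CPM and for ratios of CPM treat UMIs as independent and leave out the spread between cells.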

Analysis was performed 4 weeks after SCT to limit the impact of tumor burden on CD8^+^ T cell phenotypes. Unbiased clustering identified 8 CD8^+^ T cell clusters, including several effector (Teff) and exhausted (Tex) T cell subsets (Figure 3A). 

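The cluster name that the authors deposited for each cell was used (Leiden clustering in Monocle3). Tcm cells made up 29.1% of all cells (95% interval 28.3% to 29.9%), and between 22.1% and 36.6% of a library. Cycling cells were 16.4% (15.7% to 17.1%; libraries 11.4% to 20.1%), and transitory Teff cells 16.1% (15.4% to 16.8%; libraries 11.5% to 23.6%). The Tn cluster held 11.4% of cells (10.8% to 12.0%), with a library range of 7.79% to 17.7%. Among the remaining effector and exhausted subsets, TIM-3+ Tex made up 8.98% (8.47% to 9.52%) and varied from 1.80% to 11.5% between libraries. TIGIT+ Teff made up 6.94% (6.49% to 7.42%) and varied from 1.56% to 15.7%. GzmB+ Teff accounted for 6.23% (5.80% to 6.68%; libraries 4.51% to 8.14%) and GzmA+ Tex for 4.86% (4.48% to 5.26%; libraries 4.14% to 5.94%). Every library contained all 8 clusters, the smallest group being the 31 TIM-3+ Tex cells of library 3. When each clonotype was counted once per library and cluster, the TIM-3+ Tex share fell to 2.33%, the largest proportional change under any alternative.

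The genes with the highest CPM relative to all other cells, among genes of at least 50 CPM and with 10 CPM added to both sides, were Il7r, Ccr7 and Dapl1 in Tn and Klrb1c, Klra7 and Klra6 in Tcm. In transitory Teff they were Ier3, Trbv17 and Id3, in GzmB+ Teff Ifit1, Ifit3 and Isg15, and in TIM-3+ Tex Ccl3, Ccl4 and Trav13n-1. Pclaf, Mki67 and Birc5 led in cycling cells. In GzmA+ Tex the leading genes were Lyz2, Cd74 and Apoe, and 97.0% of its cells carried at least 1 UMI from a set of macrophage and plasma cell transcripts. In TIGIT+ Teff they were Itga4, Atxn1 and Hip1, and across genes, which are not independent replicates, the log2 ratio of this cluster to the other Teff and Tex clusters rose with gene length (Spearman's rho 0.651). Havcr2, which encodes TIM-3, had 76.7 CPM in TIM-3+ Tex (71.4 to 82.3) and 78.8 CPM in TIGIT+ Teff (72.1 to 86.0), and no more than 38.3 CPM in any other cluster. The Leiden cluster number deposited beside the name pointed to a different name in 837 cells, or 7.12%, and the names matched in 70.0% of transitory Teff cells, the lowest share of any cluster.

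**Figure D1:**
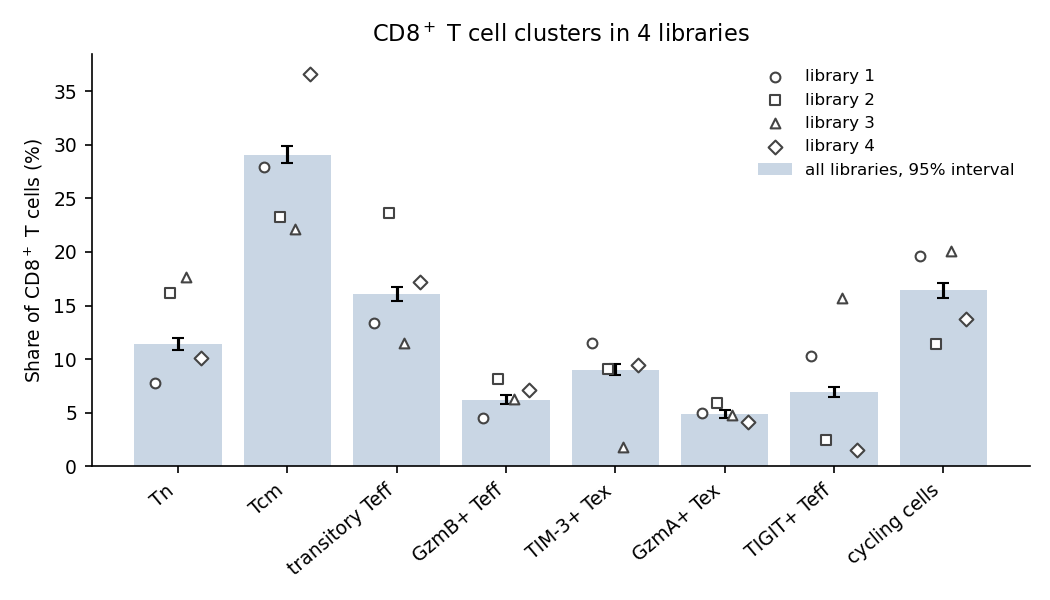
Share of cells in each cluster, in percent, over all 4 libraries and in each library. Error bars are Clopper-Pearson 95% intervals and cover counting error only; TIGIT+ Teff varies most between libraries in relative terms, from 1.56% to 15.7%.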

A population of *Tigit-*expressing Teff cells expanded in response to TIGIT inhibition, particularly in combination-treated mice (Figure 3B). Combination-treated mice also had a reduced frequency of TIM-3^+^ Tex cells relative to all other treatment groups (Figure 3B). 

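Expression was compared across the authors' clusters in the order of Figure 3A, and pseudotime values were not used here. Coordinates are from the GENCODE M21 annotation of GRCm38, and all genes named are protein coding. Pdcd1 (ENSMUSG00000026285) lies on the minus strand of chromosome 1 from 94038305 to 94052553. It had 7.71 CPM in Tn (95% interval 6.15 to 9.54), 8.66 in Tcm, 256 in transitory Teff, and 509 in TIM-3+ Tex (495 to 523). The other Teff and Tex clusters lay between 143 CPM in GzmB+ Teff and 336 CPM in TIGIT+ Teff. Over the 5 Teff and Tex clusters together, the log2 ratio of Pdcd1 to Tn was 5.34 (5.03 to 5.67), with single libraries at 4.95 to 5.90. With cells assigned by Leiden number in place of name, an alternative chosen after seeing the data, it was 4.96, the largest shift among the ratios of Pdcd1, Tigit, Tcf7 and Tox to Tn under any alternative. Tigit (ENSMUSG00000071552; chromosome 16, 43648867 to 43664146, minus strand) rose from 15.3 CPM in Tn (13.1 to 17.8) and 39.5 in Tcm to 338 in transitory Teff and 567 in TIM-3+ Tex (553 to 582). In GzmB+ Teff, Tigit was 99.4 to 176 CPM in single libraries, below transitory Teff in each. GzmA+ Tex had 327, 238, 166 and 325 CPM of Tigit in libraries 1 to 4. It was below transitory Teff in libraries 2, 3 and 4, and the intervals overlapped in library 1. TIGIT+ Teff had 313 CPM of Tigit over all libraries together. Within libraries 1 to 4 it had 334, 388, 243 and 359 CPM against 289, 287, 242 and 431 CPM in transitory Teff, so it was above transitory Teff in libraries 1 and 2, alike in library 3 and below in library 4. For the 5 clusters together, the log2 ratio of Tigit over Tn was 4.53 (4.31 to 4.76; libraries 4.16 to 4.64).

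Tcf7 (ENSMUSG00000000782; chromosome 11, 52252371 to 52283014, minus strand) had its highest value in Tn, 221 CPM (212 to 230), with 159 in Tcm, 135 in transitory Teff, 93.1 in GzmA+ Tex, 112 in TIGIT+ Teff and 118 in GzmB+ Teff. TIM-3+ Tex and cycling cells were lowest, at 49.1 CPM (44.9 to 53.6) and 51.3 CPM. The log2 ratio of Teff and Tex clusters to Tn was -1.12 (-1.19 to -1.05), and it was negative in each library, from -1.36 to -0.71. Tox (ENSMUSG00000041272; chromosome 4, 6686353 to 6991557, minus strand) had 40.1 CPM in Tn (36.4 to 44.0), 64.3 in Tcm, 324 in transitory Teff and 473 in TIM-3+ Tex (460 to 486). It had 462 CPM in TIGIT+ Teff, where transcripts of long genes were raised as a class, and Tox is the longest of these 4 genes. In GzmB+ Teff, Tox was 161 to 203 CPM in single libraries, below transitory Teff in each. GzmA+ Tex had 347, 271, 210 and 268 CPM of Tox in libraries 1 to 4. It was above transitory Teff in library 1 and below it in library 4, and the intervals overlapped in libraries 2 and 3. Relative to Tn, the Tox log2 ratio was 3.14 (3.00 to 3.28; libraries 2.76 to 3.29). The differences of all 4 genes from Tn had the same direction in each of the 4 libraries and exceeded counting error. The clusters were defined on the same expression values, so these differences are not independent of the grouping.

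**Figure D2:**
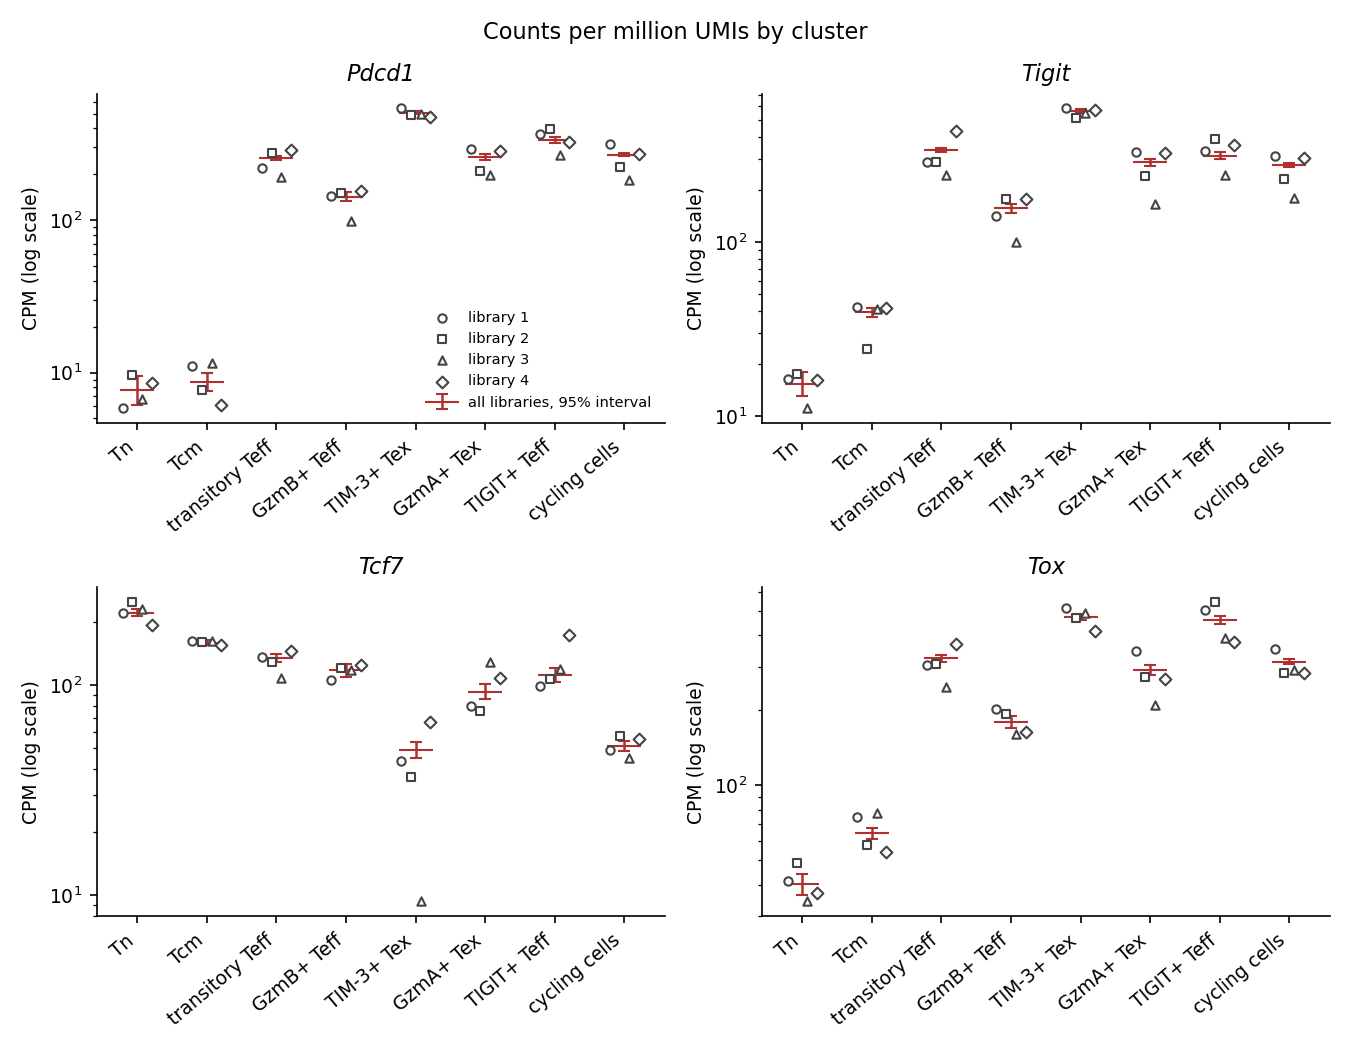
CPM of Pdcd1, Tigit, Tcf7 and Tox in each cluster, on a log scale, with exact Poisson 95% intervals that cover counting error only, and the value of each library. Pdcd1, Tigit and Tox are lowest in Tn and Tcm, and Tcf7 is highest in Tn, over all libraries together.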

Across the pseudotime trajectory from Tn, through transitory effector cells (21), to Teff and Tex subsets (Figure 3A), we observed an increase in the expression of inhibitory receptors, *Pdcd1* (PD-1) and *Tigit* (TIGIT), and a decrease in the stemness marker *Tcf7* with a subsequent increase in *Tox* expression (Figure 3C). 

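Gzma (ENSMUSG00000023132) lies on chromosome 13 from 113093825 to 113100981, Gzmb (ENSMUSG00000015437) on chromosome 14 from 56258838 to 56262260, both on the minus strand. Ifng (ENSMUSG00000055170; chromosome 10, 118441046 to 118445892) and Prf1 (ENSMUSG00000037202; chromosome 10, 61297833 to 61304680) are on the plus strand. Gzma had 18.3 CPM in Tn (15.8 to 21.0), 44.2 in Tcm, 587 in transitory Teff and 1192 in TIM-3+ Tex (1171 to 1214). It was 684 CPM in GzmA+ Tex and 686 CPM in TIGIT+ Teff over all libraries together. Within single libraries GzmA+ Tex was below TIGIT+ Teff in library 1 (719 against 1017 CPM) and above it in libraries 2 (716 against 451 CPM), 3 (539 against 233 CPM) and 4 (680.4 against 352 CPM). GzmA+ Tex had the highest Gzma of the clusters in no library. The TIM-3+ Tex value varied between 122 and 1500.3 CPM over libraries. Gzmb had 45.1 CPM in Tn (41.2 to 49.3), 119 in Tcm, 584 in GzmB+ Teff (566 to 603) and 557 in TIGIT+ Teff over all libraries together. GzmB+ Teff had the highest Gzmb in libraries 1, 2 and 4, though its interval overlapped that of transitory Teff in library 1 and that of TIM-3+ Tex in library 4. In library 3 its 587 CPM was below 1025 in cycling cells, 825 in TIM-3+ Tex and 813 in TIGIT+ Teff, and its interval overlapped that of transitory Teff with 661. Ifng had 16.8 CPM in Tn (14.4 to 19.4) and was highest in TIM-3+ Tex and TIGIT+ Teff, with 207 CPM in each over all libraries together. In library 3 it was higher in TIM-3+ Tex, with 437 against 254 CPM, and in libraries 1, 2 and 4 the intervals of these clusters overlapped. All TIM-3+ Tex values of library 3 rest on 31 cells, and the intervals do not cover the spread between these cells. Prf1 had 63.3 CPM in Tn (58.7 to 68.2), 51.2 in Tcm, 203 in TIM-3+ Tex (194 to 212) and 221 in TIGIT+ Teff (210.0 to 233). Between these clusters the order changed with the library: Prf1 was higher in TIM-3+ Tex in library 4 (171 against 112 CPM) and higher in TIGIT+ Teff in library 2 (310.1 against 215 CPM), and the intervals overlapped in libraries 1 and 3.

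Relative to Tn, the log2 ratio of the Teff and Tex clusters together was 5.32 for Gzma (5.12 to 5.53) and 3.35 for Gzmb (3.22 to 3.48). For Ifng it was 3.28 (3.07 to 3.50), and for Prf1 1.26 (1.15 to 1.38). The ratios were positive in all 4 libraries, the lowest being 0.83 for Prf1. Cycling cells had 724 CPM of Gzma (714 to 734) against 729 CPM in the Teff and Tex clusters together (721 to 737). The log2 ratio of cycling cells to these clusters was -0.01 (-0.04 to 0.02) over all libraries together, within counting error. In single libraries it was higher in cycling cells in 3 and lower in 1, with a range of -0.24 to 0.31 and a median of 0.20. The sign of the Gzma ratio over all libraries changed with each cell thinned to 2500 UMIs, to 0.02, and with single libraries left out, from -0.09 without library 4 to 0.17 without library 1. For Gzmb the ratio was 0.20 (0.17 to 0.23), with cycling cells higher in libraries 2 and 3, lower in library 4 and level in library 1, and it was 0.01 without library 3. Ifng and Prf1 were lower in cycling cells, with log2 ratios of -0.44 (-0.50 to -0.38) and -0.24 (-0.30 to -0.18). The intervals were apart in each of the 4 libraries for Ifng and overlapped in library 2 for Prf1. These comparisons group cells by cluster, not by position along pseudotime.

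**Figure D3:**
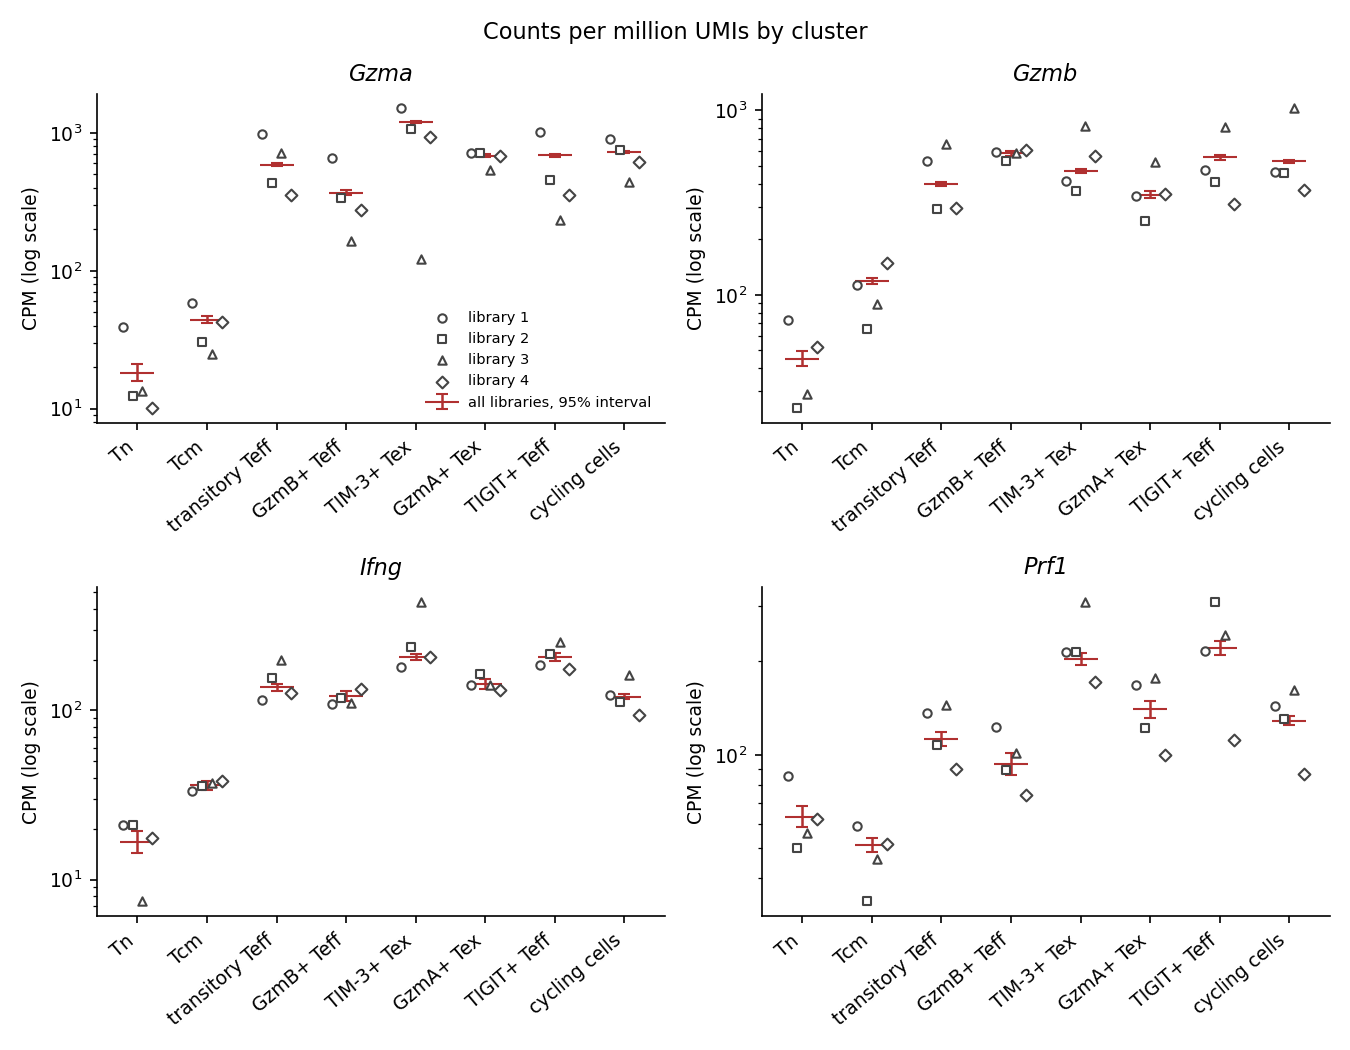
CPM of Gzma, Gzmb, Ifng and Prf1 in each cluster, on a log scale, with exact Poisson 95% intervals that cover counting error only, and the value of each library. Gzma is highest in TIM-3+ Tex and Gzmb in GzmB+ Teff over all libraries together, and Ifng and Prf1 are highest in TIM-3+ Tex and TIGIT+ Teff.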

As expected, expression of genes encoding functional molecules (granzymes, IFN-γ, and perforin) also increased over pseudotime in Teff and Tex subsets prior to diminished expression in cycling cells at the end of the trajectory (Figure 3C). However, within Teff and Tex clusters, we found significantly higher expression of *Ifng, Gzmb*, and *Prf1* in combination-treated mice (Figure 3D). Together, these data indicate that not only were Teff cells expanded in combination-treated mice, but the functional capacity of these cells was enhanced by combination immunotherapy early after transplantation.

We next assessed the clonality of T cells in our data set across clusters as a measure of putative tumor specificity. Overlap of T cell clones throughout differentiation stages suggests an ongoing T cell response to antigen. Indeed, we observed increased clonality measured by Simpson’s Clonality Index (Supplemental Figure 3A), with an abundance of hyperexpanded T cell clones (detected >100 copies), within Teff and Tex clusters (Figure 3E). Furthermore, there was substantial clonal overlap across clusters, particularly between transitory Teff and TIM-3^+^ Tex and TIGIT^+^ Teff populations (Figure 3F), consistent with previous literature describing transitory Teff cells as intermediaries to terminal differentiation in cancer and chronic infection (21, 22). 

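A clonotype was the same V and J genes and CDR3 nucleotide sequences of both TCR chains, as the authors called it with scRepertoire. The index was computed as the square root of the summed n(n-1)/(N(N-1)), where n is the number of cells of a clonotype and N the number of cells with a TCR, so that it is 0 when every clonotype has 1 cell. Its 95% intervals come from leaving out each cell in turn and cover counting error only. TIM-3+ Tex had the highest index, 0.215 (0.197 to 0.232), over 575 cells and 121 clonotypes. Cycling cells had 0.108 (0.0994 to 0.116), transitory Teff 0.106 (0.0988 to 0.113), TIGIT+ Teff 0.105 (0.0895 to 0.119), GzmA+ Tex 0.0835 (0.0652 to 0.0984) and GzmB+ Teff 0.0292 (0.0207 to 0.0357). The index was 0.00595 in Tcm (0.00495 to 0.00680) and 0.00326 in Tn (0 to 0.00466). The lowest of the Teff and Tex clusters was thus 4.90 times the higher of Tn and Tcm. Within single libraries, whose clonotypes mostly differ, the index of TIM-3+ Tex was 0.246 to 0.334. TIM-3+ Tex ranked first in libraries 1, 2 and 4, and cycling cells ranked first in library 3 with 0.266. Taken without the square root the TIM-3+ Tex index was 0.0464, and with clonotypes defined by the TRB CDR3 amino acid sequence alone it was 0.262.

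Of 5195 clonotypes, 4815 were found in 1 cell and 3 in more than 100 cells, with 190, 133 and 124 cells over all libraries. In the Teff and Tex clusters 359 of 3119 cells belonged to these hyperexpanded clones, or 11.5% (Clopper-Pearson 10.4% to 12.7%). In Tn and Tcm together 1 of 3847 cells did, or 0.0260% (0.000658% to 0.145%), and that cell was a Tn cell. In Tcm it was 0 of 2700 cells, for which the Clopper-Pearson interval reaches 0.137% (0.111% if a count of 0 is given the limit of 3 counts). The share was 21.7% in TIM-3+ Tex, 12.7% in transitory Teff, 7.26% in GzmA+ Tex, 4.40% in TIGIT+ Teff and 3.39% in GzmB+ Teff, and 8.74% in cycling cells. Each of these clones came mostly from a single library: 170 of the 190 cells were in library 1, all 133 in library 4, and 110 of the 124 in library 2. With the TRB sequence alone 8 clonotypes exceeded 100 cells, and with every cell of the TCR table counted, an alternative chosen after seeing the data, 6 did.

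A TCR was called in fewer cells of the expanded clusters, which limits these values. The share of cells with a call was 85.5% in Tn and 79.0% in Tcm, but 54.5% in TIM-3+ Tex, 51.6% in cycling cells, 44.6% in TIGIT+ Teff and 41.0% in GzmA+ Tex. In TIM-3+ Tex it was 90.6% in the third of cells with the fewest UMIs and 13.6% in the third with the most. The paper uses clonality across clusters as a measure of putative tumor specificity.

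**Figure D4:**
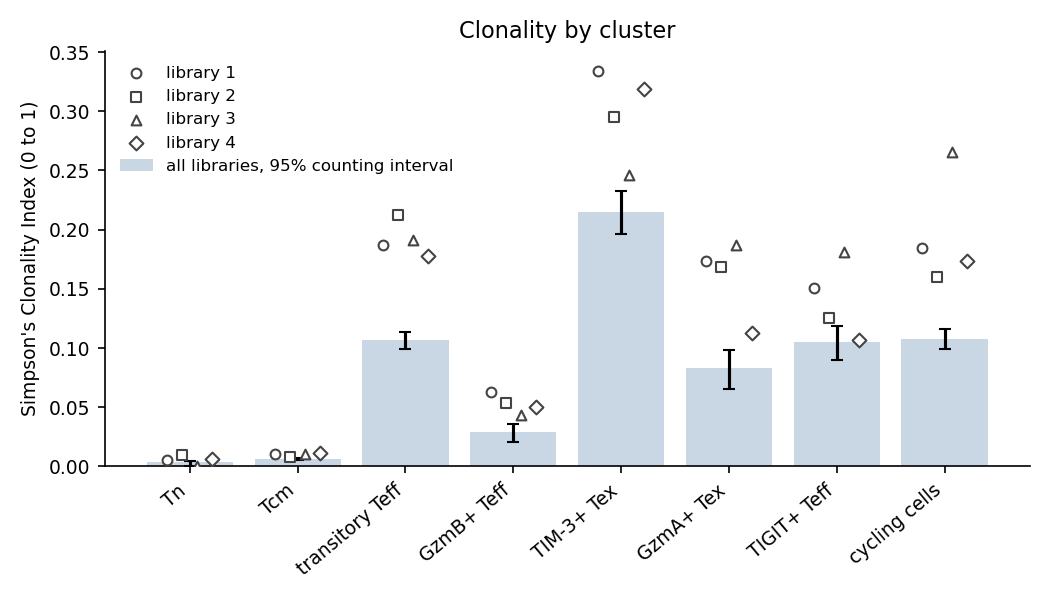
Simpson's Clonality Index of each cluster (no units), over all 4 libraries (bars, with 95% intervals for counting error) and within each library (points). The Teff, Tex and cycling clusters lie above Tn and Tcm, and TIM-3+ Tex is highest over all libraries at 0.215.

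**Figure D5:**
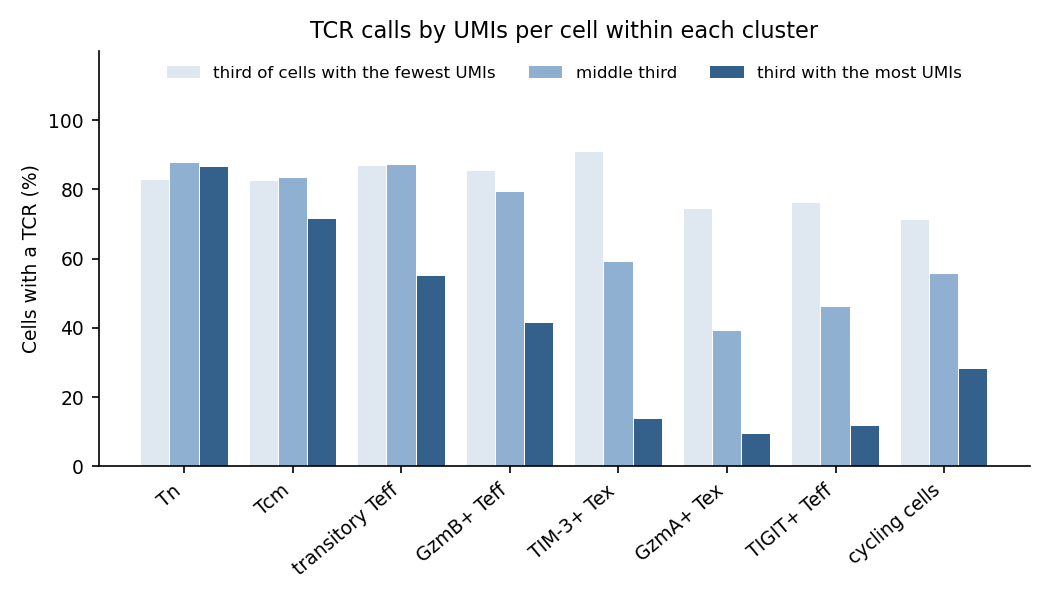
Percent of cells with a TCR call in each cluster, with cells split by their number of UMIs. In TIM-3+ Tex the share falls from 90.6% in the cells with the fewest UMIs to 13.6% in those with the most.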

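Overlap was counted within each library and then summed, so that a clonotype had to be found in both clusters of the same library. Of 5237 such clonotypes, 249 were found in at least 2 clusters, and they held 2801 cells, or 35.2% of the cells with a TCR. Transitory Teff and TIM-3+ Tex shared 74 clonotypes, with 7 to 28 in single libraries. These were 55.6% of the TIM-3+ Tex clonotypes and held 88.0% of its cells with a TCR, the highest shares for any pair of clusters. The next were 51.1% and 81.2%, for TIM-3+ Tex with cycling cells. Transitory Teff and TIGIT+ Teff shared 63 clonotypes (5 to 28 in single libraries), which were 28.8% of the TIGIT+ Teff clonotypes and held 54.4% of its cells with a TCR. By number of shared clonotypes, these pairs ranked 2 and 5 of the 28 pairs of clusters. Transitory Teff and cycling cells shared the most, 125, and 72 were shared with GzmB+ Teff. TIM-3+ Tex and TIGIT+ Teff shared 33.

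The Morisita-Horn index weighs the cells of each shared clonotype and is 1 for identical repertoires. It was 0.472 for transitory Teff and TIM-3+ Tex (95% interval 0.402 to 0.542, counting error only) and 0.482 for transitory Teff and TIGIT+ Teff (0.403 to 0.562), ranks 9 and 8. The highest values were 0.680 for transitory Teff and GzmA+ Tex, 0.670 for TIGIT+ Teff and cycling cells, and 0.654 for transitory Teff and cycling cells. Pairs with Tn or Tcm shared at most 17 clonotypes, with an index of at most 0.0239. Requiring at least 2 cells of a clonotype in each cluster moved these counts most, to 37 for TIM-3+ Tex and 24 for TIGIT+ Teff with transitory Teff. Without library 1 transitory Teff shared 35 clonotypes with TIGIT+ Teff and the index was 0.318, and without library 4 it shared 46 with TIM-3+ Tex. The paper relates the overlap of these populations to earlier descriptions of transitory Teff cells as intermediaries to terminal differentiation in cancer and chronic infection.

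**Figure D6:**
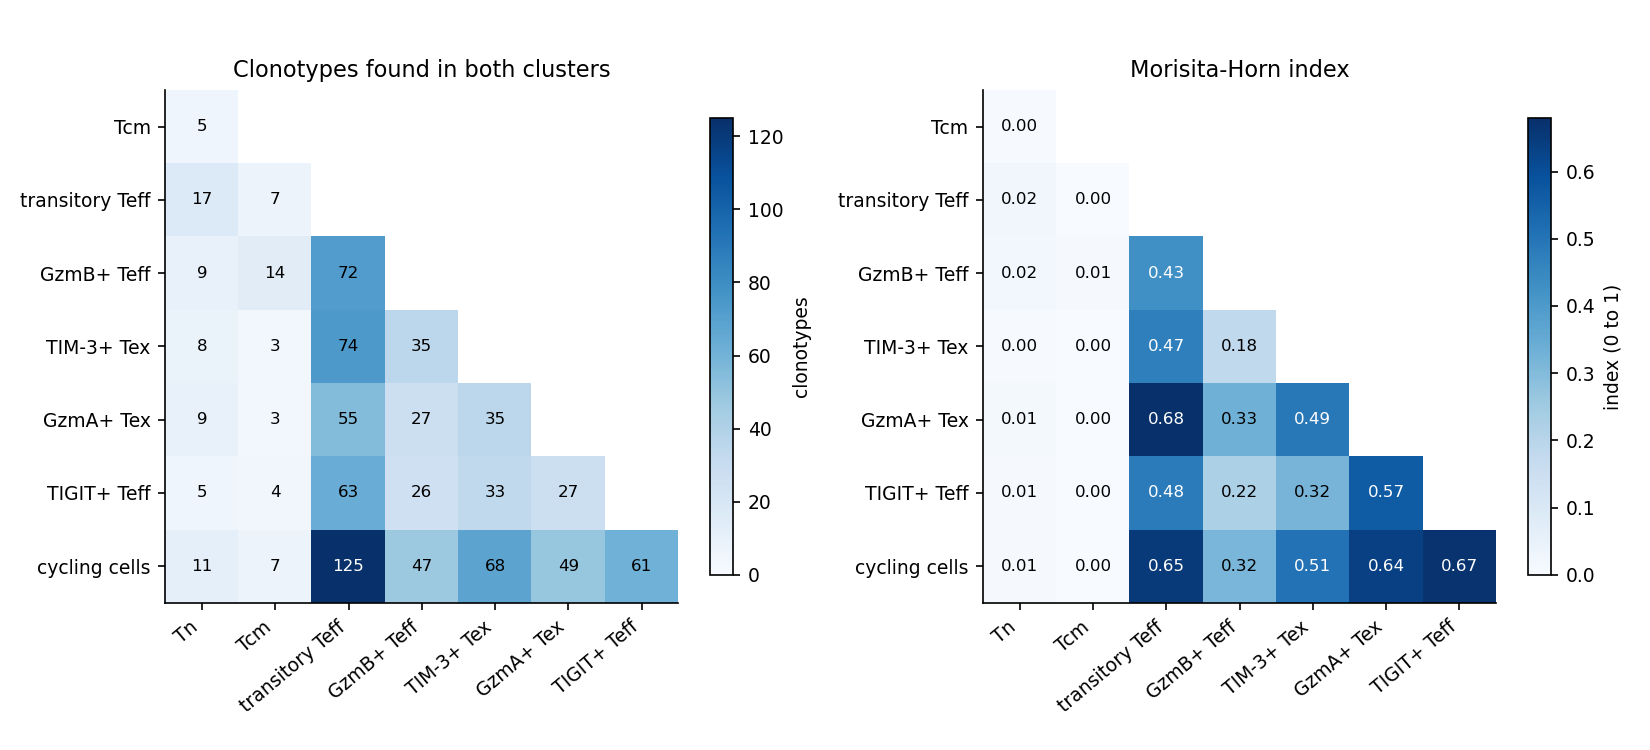
Number of clonotypes shared by each pair of clusters within a library, summed over the 4 libraries, and the Morisita-Horn index of the pair (no units). Transitory Teff shares 74 clonotypes with TIM-3+ Tex and 63 with TIGIT+ Teff.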

Finally, we observed shared clonotypes across treatment groups, with several clones found in all immunotherapy-treated groups but not in the cIg-treated group (Figure 3G and Supplemental Figure 3B). In sum, immunotherapy clonally expanded shared TCRs after SCT that were largely absent in cIg-treated mice and that were found across CD8^+^ T cell differentiation stages. Together, these data suggest that combination immunotherapy likely drives the expansion of highly functional, myeloma-specific, effector CD8^+^ T cells after SCT. Nevertheless, myeloma specificity cannot definitively be proven without the use of tetramers and known myeloma antigens, which is acknowledged as a current limitation of the Vk*MYC myeloma model studied here.

To potentially determine the relative contributions of each monotherapy to the synergistic tumor control observed in combination-treated mice, we generated hierarchically clustered heatmaps depicting top differentially expressed genes across the 3 major CD8^+^ T cell phenotypes. Interestingly, even though all clusters were found across treatment groups (Figure 4A), albeit at different frequencies (Figure 3B), the gene expression profile of cells within each cluster was significantly altered by each monotherapy (Figure 4, B–D). Clusters were grouped into 3 main differentiation stages (central memory T cell [Tcm], Teff, and Tex) and treatment groups were hierarchically clustered based on differentially expressed genes. In the Tcm cluster, mice that received lenalidomide either alone or in combination with αTIGIT clustered together (Figure 4B), suggesting that lenalidomide was the main driver of Tcm phenotypes. Expression of *Ikzf2* (Ikaros) was increased in lenalidomide-treated mice along with *Il7r*, which is associated with maintenance and promotion of memory T cells (23, 24). In the Teff populations, clustering was driven by exposure to αTIGIT, which increased expression of genes encoding granzyme B (*Gzmb*), DNAM-1 (*Cd266*), and CXCR6 (*Cxcr6*). In Tex cells, combination-treated mice clustered independently of other treatment groups and exhibited increased expression of genes associated with a self-reactive innate-like T cell subset (i.e., *Fcer1g*) (25). These data suggest that memory T cell retention is mediated by lenalidomide, while effector T cell function is enhanced by αTIGIT. Moreover, the combination of lenalidomide and αTIGIT additionally modifies exhausted T cells.

### αTIGIT and lenalidomide limit CD8^+^ T cell exhaustion and promote accumulation of Tcm cells in the BM.

To confirm the RNA sequencing data at the protein level, we interrogated CD8^+^ T cell phenotypes at a later time point after SCT when memory T cell accumulation would have occurred after contraction of Teff cell phenotypes in mice with controlled myeloma. High-parameter flow cytometry analyses of BM and PB T cells was undertaken 6 weeks after SCT. We observed modest effects on CD4^+^ T cells, namely a lack of lenalidomide-induced Treg expansion in combination-treated mice (Figure 5, A and B, and Supplemental Figure 4). The combination therapy increased IFN-γ production from PD-1^+^CD8^+^ T cells (Figure 5C), indicating that the enhanced functionality observed 4 weeks after SCT was maintained at this later time point. Most strikingly, the combination approach decreased the frequency of exhausted CD8^+^ T cells (Tex) and increased the frequency of Tcm subsets compared with monotherapy- and cIg-treated mice (Figure 5, D and E, and Supplemental Figure 5). We have previously demonstrated a strong correlation between the increased frequency of Tex and myeloma burden in the BM of mice that have relapsed after SCT, which subsequently results in reduced frequencies of memory T cells (2). To address this, we used a second SCT model, with myeloma-experienced T cells from myeloma-bearing donors (1), where myeloma was controlled in all groups at the time of analysis. Notably, the combination of αTIGIT and lenalidomide still promoted an increase in CD8^+^ Tcm cells above that of cIg-treated mice in this model (Figure 5F). These data demonstrate that the enhancement of memory T cells in combination-treated mice occurs independently of myeloma burden. Importantly, we have previously shown that memory CD8^+^ T cells are key mediators of myeloma immunity after ASCT (1).

Finally, phenotypic changes were BM specific, as we observed no effects on CD8^+^ T cells in PB (Supplemental Figure 6, A–C). This highlights that immunological mechanisms of action will likely be overlooked if BM samples are not analyzed alongside PB in clinical studies. We also observed no effect of the combination therapy on NK cell numbers compared to monotherapy-treated mice (Supplemental Figure 7A), and our preclinical transplantation model has previously not demonstrated a role for NK cells in post-SCT myeloma immunity (1). Lastly, the myeloid cell compartment in the BM was not altered by monotherapies or the combination approach (Supplemental Figure 7, A–C). Together, these data indicate that T cells in the BM were likely the key mediators of antitumor efficacy in mice treated with the combination of αTIGIT and lenalidomide.

### The antimyeloma efficacy of αTIGIT and lenalidomide is highly dependent on CD8^+^ T cells in the donor graft.

To confirm that the immunological memory generated by the combination of αTIGIT and lenalidomide was functional, we rechallenged mice that had survived long term after combination treatment and found that all mice were protected against myeloma compared with naive controls (Figure 6A). Next, we sought to determine whether antimyeloma activity in combination-treated mice was mediated by T cells in the donor graft versus recipient cells that survived irradiation and donor T cells reconstituting from the BM. To achieve this, MM-bearing recipient mice were transplanted with BM and T cell grafts or with T cell–depleted (TCD) BM and treated with either αTIGIT and lenalidomide or cIg and vehicle (Figure 6B). The combination approach had no effect on myeloma growth in the absence of mature donor T cells within the graft, as no difference in M-band or median survival was observed between TCD recipients treated with αTIGIT and lenalidomide versus controls. Furthermore, depletion of CD8^+^ T cells completely abrogated the antimyeloma efficacy of the combination therapy in the recipients of T cell–replete grafts. In sum, these data highlight that the combination of αTIGIT and lenalidomide generated myeloma-specific immunity after SCT that was dependent on donor CD8^+^ T cells.

## Discussion

MM remains largely incurable despite advances in immunotherapies and the development of novel drugs. Here we discovered that the combination of an immunotherapy, αTIGIT, with a standard-of-care immunomodulatory drug, lenalidomide, generated synergistic antimyeloma effects. To date, immunotherapies targeting immune checkpoints in MM, such as PD-1, have had limited clinical efficacy and the combination of αPD-1 with IMiDs in phase III clinical trials (KEYNOTE-183 and KEYNOTE-185) was associated with decreased overall survival (3, 9, 10, 26). Response to immune checkpoint inhibition (ICI) requires expression of the targeted inhibitory receptors (IRs) on the right cells, in the right location. In MM, we and others have now demonstrated that TIGIT is the most upregulated IR on CD8^+^ T cells in both the BM and, shown here, autologous PBSC grafts (3). Furthermore, our data highlight that TIGIT expression was specifically upregulated on activated CD8^+^ T cells in patient PBSCs, which coexpressed DNAM-1 and/or granzyme B. Notably, myeloma cells from patients, and the Vk*MYC myeloma cells used in our preclinical models, express the ligands for PD-1 and TIGIT, PD-L1, and CD155, respectively (1, 3, 27–29). The magnitude of PD-1 versus TIGIT upregulation in patients with MM, both in the BM and here in PBSC samples, may provide some insight into the disappointing clinical activity of αPD-1 in MM. Nevertheless, it is important to quantify TIGIT expression in the context of costimulatory markers in older patients, particularly CD28 and DNAM-1, as TIGIT upregulation on CD8^+^ T cells is also associated with immunosenescence and aging (14, 30, 31). Recent data also highlight the necessity of DNAM-1 expression on CD8^+^ T cells to mount an effective antitumor response to TIGIT inhibition (15, 32). We and others have shown that αTIGIT efficacy is dependent on FcγR activity in solid tumor models (19, 33). Studies performed in vitro with human cells and in vivo preclinical models suggest that FcγR binding induces activation of NK cells and antigen-presenting cells and depletes TIGIT-expressing Treg cells and tumor cells through direct antibody-dependent cell-mediated cytotoxicity (19, 33). Here, we demonstrate that FcγR binding is also crucial for antitumor efficacy of TIGIT inhibition in MM. Together, these data position TIGIT inhibition after ASCT as a logical immunotherapeutic approach to target the DNAM-1^+^ Teff cells described here in the donor grafts of patients with MM.

We have previously demonstrated that memory T cells in myeloma-experienced donor grafts are key mediators of antimyeloma activity in mice undergoing ASCT (1). Therefore, targeting myeloma-reactive T cells in donor grafts could deepen responses after ASCT and further prolong PFS. Our data suggests that T cells that reside in the BM in MM are likely to contain effectors with the most myeloma-specific immunity. The impact of stem cell mobilization on these cells remains unclear. Nevertheless, the frequency of DNAM-1^+^CD28^+^TIGIT^+^ T cells, the optimal target population for TIGIT inhibition, was not affected by G-CSF–mediated stem cell mobilization in our clinical cohorts. Furthermore, although G-CSF is known to alter cytokine production in T cells, the effect on IFN-γ and TNF-α secretion, key antitumor cytokines, is minimal (34). We did note transient changes in the frequency of T cell subsets, Tn and Tem, between pre– and post–G-CSF PBMC samples, which were not sustained in the apheresis product. These effects are likely due to the induction of protease activity following myeloid expansion by G-CSF, which results in transient cleavage of some surface proteins (35). Identifying the CD8^+^ T cell phenotypes in PBSC grafts that are associated with long-term PFS after ASCT in patients is another pertinent clinical objective, which requires analysis of large, well-defined clinical cohorts. What is known is that intervention with ASCT, typically as consolidation after initial induction therapy, is associated with superior PFS, although not overall survival (36). We and others have also demonstrated that administration of immunotherapy early in the disease course generates superior tumor control and that some immunotherapies have better efficacy when combined with SCT compared with nontransplant settings (1, 2, 37). Nonetheless, despite early intervention and combination with SCT, the response to αTIGIT was bimodal in our preclinical model. By 8 weeks after SCT, mice either had controlled myeloma or had uncontrolled relapse that was ultimately fatal. These bimodal responses to immunotherapies are seen with other targets such as PD-1 inhibition and CD137 agonism (1, 2, 37). Resistance to immunotherapy, and cellular therapies, is driven by many factors, including accumulation of T cells that have lost their ability to self-renew (38, 39), an immunosuppressive microenvironment (40), loss of T cell function (2, 41–43), and tumor-intrinsic resistance mechanisms (44, 45).

Several immunotherapy resistance mechanisms can be overcome by combining drugs with nonoverlapping mechanisms of action. In our preclinical model T cell clonality was increased within effector and exhausted CD8^+^ T cell clusters in the BM and the frequency of cytotoxic effector cells was increased in αTIGIT-treated mice. Additionally, the phenotype of memory T cells, including increased expression of the gene encoding IL-7R, was altered by lenalidomide exposure. The combination of both therapies significantly enhanced effector function in CD8^+^ T cells and increased the frequency of memory T cells in the BM. These are clinically relevant phenotypes, as clonal expansion of cytotoxic T cells has been associated with exceptional control of MM in patients and loss of memory T cells has been associated with progression from monoclonal gammopathy of undetermined significance (MGUS) to active myeloma (46, 47). Additionally, the combination of αTIGIT with lenalidomide increased *CXCR6* gene expression in cytotoxic T cells, which putatively positions these cells to interact with dendritic cells in the tumor microenvironment that provides critical survival signals (48). The combination also drove a unique T cell phenotype within the Tex cell clusters that was associated with high expression of *Fcerg1*, a gene associated with an innate-like T cell phenotype that is highly cytotoxic (25). Interestingly, the myeloid compartment and NK cell numbers were unaffected by the combination, while CD8^+^ T cell depletion completely abrogated protection from relapse. Thus, the synergistic activity of this combination approach is likely mediated by driving differential phenotypes and targeting different resistance mechanisms within the same immune cell subset, CD8^+^ T cells, rather than by targeting the tumor microenvironment and CD8^+^ T cells, for example. Nonetheless, we observed a bimodal response to the combination approach whereby some mice were still resistant to immunotherapy. The aforementioned immune mechanisms that underpin resistance to monotherapy likely contribute to resistance here as well. We speculate that inadequate infiltration of tumor-specific Teff cells into myeloma lesions may play an additional role in facilitating tumor outgrowth. Notably, our studies have not addressed potential additional synergy mediated by direct antimyeloma effects of lenalidomide, as our Vk*MYC cells are on a wild-type background (49).

In conclusion, TIGIT, but not PD-1, was expressed on activated CD8^+^ T cells in the PBSC grafts of patients with MM and our preclinical data highlight that the antimyeloma efficacy of TIGIT inhibition was highly dependent on FcγR engagement. Furthermore, the combination of TIGIT inhibition with IMiDs provided synergistic myeloma control, presenting a logical approach to augment PFS after transplantation. Indeed, a clinical trial combining an Fc-enabled αTIGIT antibody (EOS884448) with a next-generation IMiD (iberdomide) is now recruiting patients with relapsed/refractory myeloma (ClinicalTrials.gov NCT05289492).

## Methods

### Human samples.

Leftover satellite vials from mobilized PBSC grafts from patients undergoing ASCT for MM or healthy donors were analyzed from the Fred Hutchinson Cancer Center (Seattle). A healthy donor cohort from the QIMR Berghofer Medical Research Institute (Brisbane) was used as a comparator. Healthy volunteer PB samples were collected and PBMCs isolated using Ficoll-Paque PLUS (Cytiva) prior to cryopreservation in IMDM (GIBCO by Life Technologies) media containing 20% FBS (GIBCO by Life Technologies) and 10% DMSO. Healthy sibling transplant donors were administered G-CSF for 4 consecutive days and PB collected before and after G-CSF mobilization, together with a sample of the apheresis product. Spherotech Rainbow Calibration Particles (8 peak) from the same lot number were employed to calibrate the voltages across BD FACSymphony instruments used to acquire human data from the Seattle and Brisbane cohorts (cohorts 1 and 2, respectively).

### Mice and BM transplantation.

C57BL/6J and CRBN mice were purchased from The Jackson Laboratory. CRBN-transgenic mice are genetically engineered to allow engagement of thalidomide and its derivatives (including lenalidomide) with a modified murine CRBN (cereblon) resulting in degradation of the IMiD targets, Aiolos and Ikaros (50). Mice were housed in sterile microisolator cages and received acidified (pH 2.5), autoclaved water and normal chow. Experiments were performed with female mice at 8–12 weeks of age. Recipients were monitored daily and sacrificed when hind limb paralysis occurred, or clinical scores reached 6 or higher (20). Recipient mice were injected with Vk12653 (51) 2 weeks prior to BM transplantation (1 × 10^6^; MM-bearing) and were transplanted as previously described with cell doses detailed in the figure legends (2, 52). M-band was quantified in serum as previously described (1, 51). Mice were treated with 100 μg Fc-live αTIGIT (mIgG2a, EOS-448 surrogate, iTeos Therapeutics), 100 μg Fc-dead αTIGIT (mIgG2a, EOS-448 with N297A mutation surrogate, iTeos Therapeutics), or mIgG2a via i.p. injection twice weekly from day 0 to day +35 after SCT (19). Lenalidomide (50 mg/kg; Sigma-Aldrich) or vehicle was administered via daily oral gavage for 21 days from day +14 after SCT. For CD8^+^ T cell depletion experiments, mice were treated with 150 μg αCD8β (clone 53.5.8, grown in-house) once a week from day 0 until 5 weeks after SCT, as previously described (1).

### Cell preparation and flow cytometry.

For BM aspirates, mice were anesthetized and 30 μL of PBS was injected into the femur and 10 μL of marrow was aspirated. For endpoint analysis, recipient mice were sacrificed 6 weeks after SCT and cells from BM and blood were harvested. Mouse blood samples underwent red blood cell lysis prior to surface staining. For analysis of human PBSC samples, frozen satellite vials and healthy PBMC samples were thawed and 5 × 10^6^ total cells were stained for surface markers prior to fixation for intracellular staining. For all flow cytometry processing, isolated cells were incubated with Fc-block (2.4G2 for mouse, TruStain FcX for human) prior to staining for 30 minutes on ice with antibodies listed in Supplemental Table 3. For intracellular staining, cells were fixed and permeabilized with eBiosciences Foxp3 Transcription Factor Staining Buffer Kit prior to intracellular staining at room temperature for 60 minutes. To measure cytokine production, mouse cells were stimulated for 4 hours at 37°C with PMA (500 ng/mL) and ionomycin (50 ng/mL) (Sigma-Aldrich) with Brefeldin A (BioLegend). All samples were acquired on a FACSymphony A3 (BD Biosciences) and analyzed using FlowJo (v10). FlowSOM, which used a self-organizing map method of data visualization, analysis was performed on concatenated samples, 4,000 CD8^+^ T cells per mouse from each independent experiment or 5,000 CD8^+^ T cells per patient sample (12). Descriptions of markers expressed in each population are included in Supplemental Tables 1 and 2 for mouse experiments. Populations with similar, overarching phenotypes were grouped according to Supplemental Tables 1 and 2 and the two experiments were pooled to allow quantification of each broad phenotype across treatment groups. Lists of human and mouse antibodies used for these experiments are included in Supplemental Table 3.

### Single-cell RNA and TCR sequencing.

Mice were transplanted and treated with Fc-live αTIGIT and lenalidomide as described above. BM was harvested 4 weeks after SCT and CD8^+^ T cells were sort purified (>98% purity) from 5 mice pooled per group. Samples were captured with a 10× Genomics Chromium Controller and libraries were generated using the 10× Genomics Chromium Next GEM Single Cell 5′ v2 (Dual Index) kit according to the manufacturer’s instructions. All libraries were sequenced, with a target of 20,000 reads per cell for gene expression and 5,000 reads per cell for TCR libraries, on a NextSeq 2000 in 1 run (Illumina P3 kit). Illumina BCL files were demultiplexed and processed using cellranger (https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest). To achieve similar read depth of gene expression libraries across samples, the cellranger aggregate function was used to downsample reads, yielding an expression matrix of gene counts per cell. Cells meeting the following thresholds were kept for downstream analysis: unique molecular indices per cell greater than 2,500 and less than 25,000, percentage mitochondrial RNA less than 15%, and cells that exhibited expression of *Cd3e*/*g* and *Cd8a* genes. Dimensionality reduction on this matrix was performed using Monocle3 (53–55) with standard parameters using the top 2,000 variable features. Cell subsets were identified by Leiden clustering (resolution 2 × 10^–4^) and using FindAllMarkers() (56–58). For TCR libraries, the cellranger vdj function was used to reconstruct single-cell TCR sequences. TCR data were analyzed using scRepertoire (59). The TCR clonality for each gene expression cluster was evaluated using Simpson’s Clonality Index, which ranges from 0 (all clonotypes of size 1) to 1 (a single expanded clonotype).

### Statistics.

Data presented as mean ± SEM and a *P* value of less than 0.05 was considered significant. Survival curves were generated using Kaplan-Meier estimates and treatment groups were compared by log-rank (Mantel-Cox) test; the Benjamini-Hochberg procedure was performed to correct for multiple comparisons. Statistical tests are described in the figure legends and M-bands were modeled as previously described (1, 2).

### Data availability.

The RNA sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus database (GEO GSE220195) and all code used for bioinformatic analyses is available at https://github.com/furlan-lab/tigit_inhibition

### Study approval.

The use of human samples for research was approved by the Fred Hutchinson Cancer Research Center IRB and all human participants provided written informed consent. In the Brisbane samples, ethics approval was obtained from the Human Research Ethics committees of QIMR Berghofer and The Royal Brisbane and Womens’ Hospital, with written informed consent obtained from all participants. All animal procedures were performed in accordance with protocols approved by Fred Hutchinson Cancer Research Center IACUC.

## Author contributions

SAM designed and performed experiments, analyzed data, and wrote the manuscript. OGW, KSE, SDO, ADC, DPS, CRS, SRWL, ST, NSN, TS, SNF, and AV performed experiments and/or data analyses. GD provided crucial reagents and informed experimental design. PZ, MK, AS, and LAH helped with experimental design and/or sample acquisition. GRH conceived and supervised the study and helped write the manuscript. All authors edited and approved the final manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
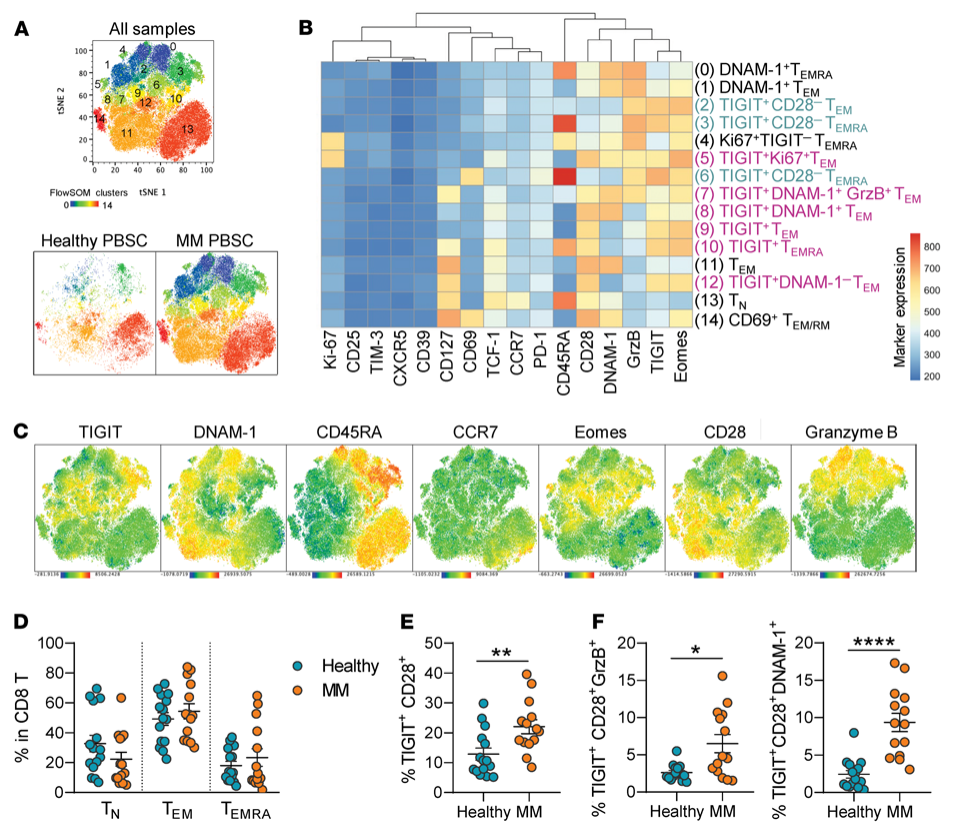
TIGIT expression is upregulated on CD8^+^ T cells in peripheral blood stem cell grafts from patients with multiple myeloma undergoing ASCT. (**A**–**F**) Mobilized peripheral blood stem cell (PBSC) satellite vials from patients undergoing ASCT for multiple myeloma (MM) were thawed and stained for analysis via flow cytometry alongside PBSCs from healthy patients (*n* = 14 for MM PBSCs; *n* = 15 for healthy PBSCs). (**A**) t-Distributed stochastic neighbor embedding (t-SNE) plots of CD8^+^ T cells, colored by FlowSOM populations, in MM PBSCs (*n* = 14) and healthy PBSCs (*n* = 3). (**B**) Heatmap of marker expression (MFI) across FlowSOM CD8^+^ T cell populations. TIGIT^+^ populations are colored blue (CD28^–^) or purple (CD28^+^) to indicate putative senescence versus activation, respectively. (**C**) t-SNE plots from all samples in **A** colored by expression of markers of interest. FlowSOM heatmap, and marker expression t-SNE plots for the remaining healthy PBSC samples (*n* = 12) are presented in Supplemental Figure 1. (**D**) Frequency of naive (Tn; CCR7^+^CD45RA^+^), effector memory (Tem; CCR7^–^CD45RA^–^), and terminally differentiated (Temra; CCR7^–^CD45RA^+^) subsets within CD8^+^ T cells. (**E**) Frequency of all TIGIT^+^CD28^+^ cells within CD8^+^ T cells. (**F**) Frequency of TIGIT^+^CD28^+^ subsets with coexpression of granzyme B (GrzB^+^) or DNAM-1 within CD8^+^ T cells. Data represent mean ± SEM. *P < 0.05, **P < 0.01, ****P < 0.0001 by Mann-Whitney test.

**Figure 2:**
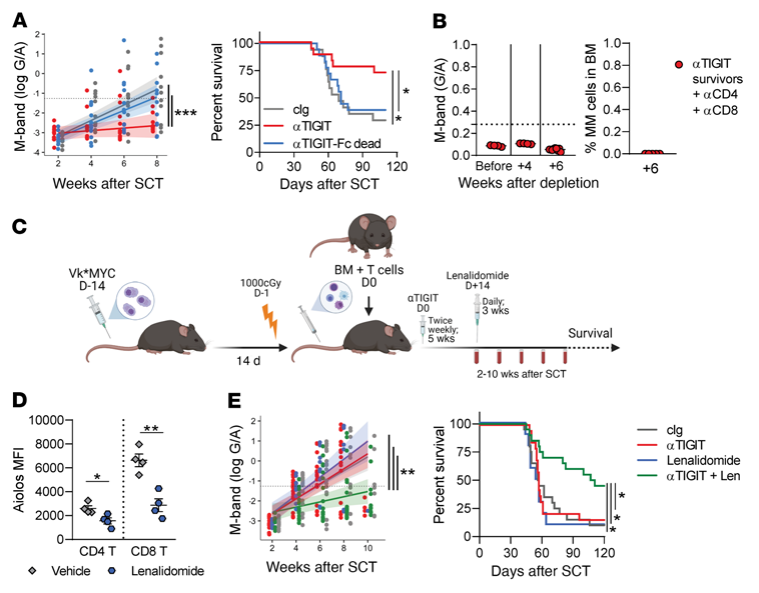
TIGIT blockade in combination with lenalidomide provides synergistic antimyeloma responses after SCT. (**A**) M-band and median survival of Vk12653-bearing C57BL/6J (B6) recipients transplanted with 10 × 10^6^ BM with 5 × 10^6^ T cells from B6 donors and then treated with 100 μg of Fc-live anti-TIGIT (αTIGIT; mouse surrogate for EOS-448), Fc-dead anti-TIGIT (αTIGIT-Fc dead), or mIgG2a isotype control (cIg) twice a week from day 0 to 5 weeks after SCT (*n* = 17–18/group; 3 experiments). Recipients were monitored for survival and M-band (log[gamma/albumin]) in the serum. M-bands were analyzed using mixed-effects longitudinal modeling with shaded confidence intervals and a predicted rate of tumor growth (solid line). Dotted line in all M-band graphs represents statistically determined relapse threshold. (**B**) M-band, and the frequency of myeloma cells in BM at 6 weeks after T cell depletion, from αTIGIT-treated long-term survivors (>100 days after SCT) that were administered depleting antibodies against CD4 (250 μg) and CD8 (150 μg) to eliminate T cell–mediated immunity (*n* = 4, 1 experiment; week 6 M-band *n* = 9, 2 experiments). (**C**–**E**) B6 or CRBN recipients were transplanted with 10 × 10^6^ BM with 2 × 10^6^ T cells from B6 or CRBN donors and then treated with 100 μg of αTIGIT or cIg twice a week from day 0 and daily lenalidomide (50 mg/kg) or vehicle from day +14 until 5 weeks after SCT. (**C**) Experimental design. (**D**) MFI of Aiolos in CD4^+^ and CD8^+^ T cells from blood of CRBN mice treated with lenalidomide or vehicle (*n* = 4/group). (**E**) M-band modeled as described and median survival (*n* = 10–20/group; 2 experiments). Median survival analyzed with log-rank test and Benjamini-Hochberg correction for multiple comparisons. Tukey’s test was performed to correct for multiple comparisons for modeled M-bands. Student’s 2-tailed *t* test was used for comparison of 2 data sets. Data represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 3:**
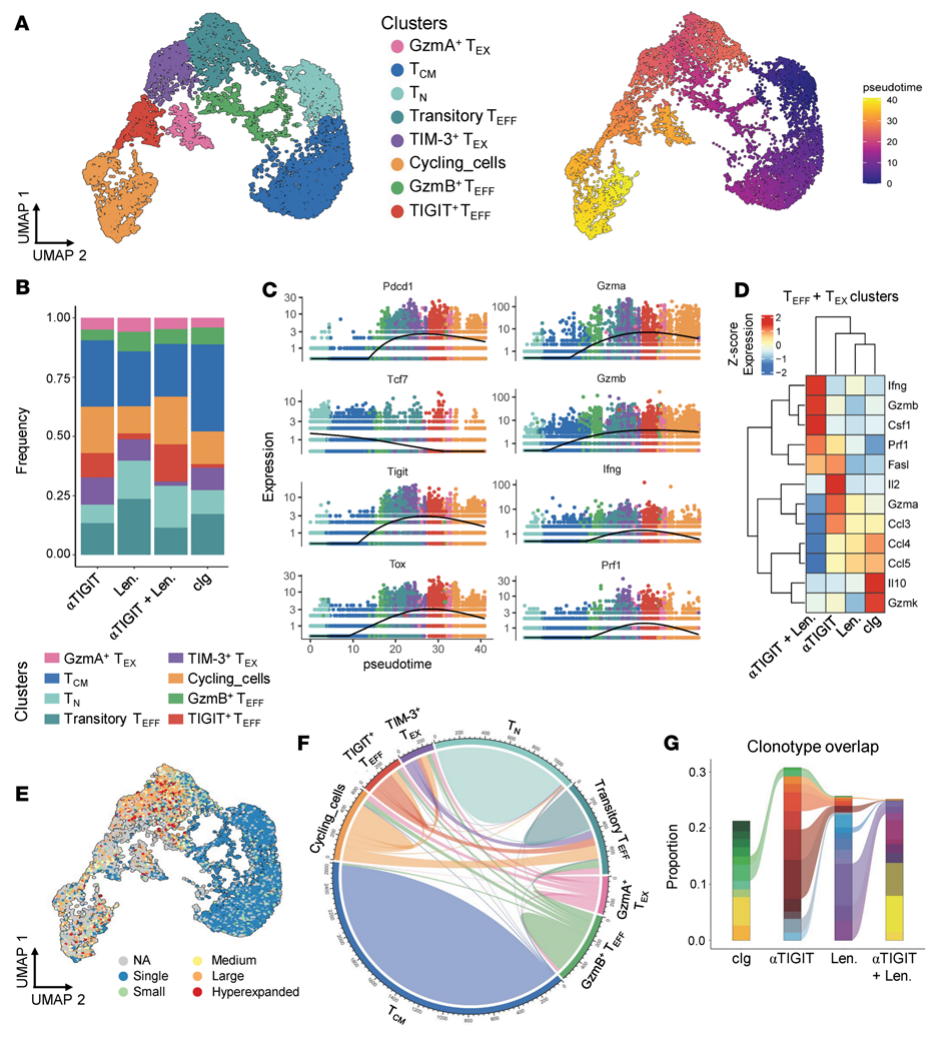
The combination of αTIGIT and lenalidomide expands polyfunctional effector CD8^+^ T cells early after transplantation. CRBN or B6 recipients were transplanted with 10 × 10^6^ BM with 2 × 10^6^ T cells from CRBN or B6 donors and then treated with 100 μg of αTIGIT or isotype control (cIg) twice a week from day 0 and daily lenalidomide (50 mg/kg; Len.) or vehicle from day +14 until 4 weeks after SCT. Mice were sacrificed on week 4 and CD8^+^ T cells were sorted for 5′ single-cell RNA sequencing (*n* = 5/group). (**A**) UMAP of BM CD8^+^ T cells colored by cluster (left) and pseudotime trajectory analysis (right). (**B**) Frequency of each cluster across treatment groups. (**C**) Expression of genes of interest over pseudotime colored by clusters. (**D**) Heatmap of expression of functional genes in Teff and Tex clusters across treatment groups. (**E**) UMAP colored by TCR clone size: small, >1 and ≤5; medium, >5 and ≤20; large, >20 and ≤100; hyperexpanded, >100 and ≤500. (**F**) Clonotype overlap between clusters. (**G**) Clonotype overlap between treatment groups. No overlap is observed between cIg and αTIGIT + Len.

**Figure 4:**
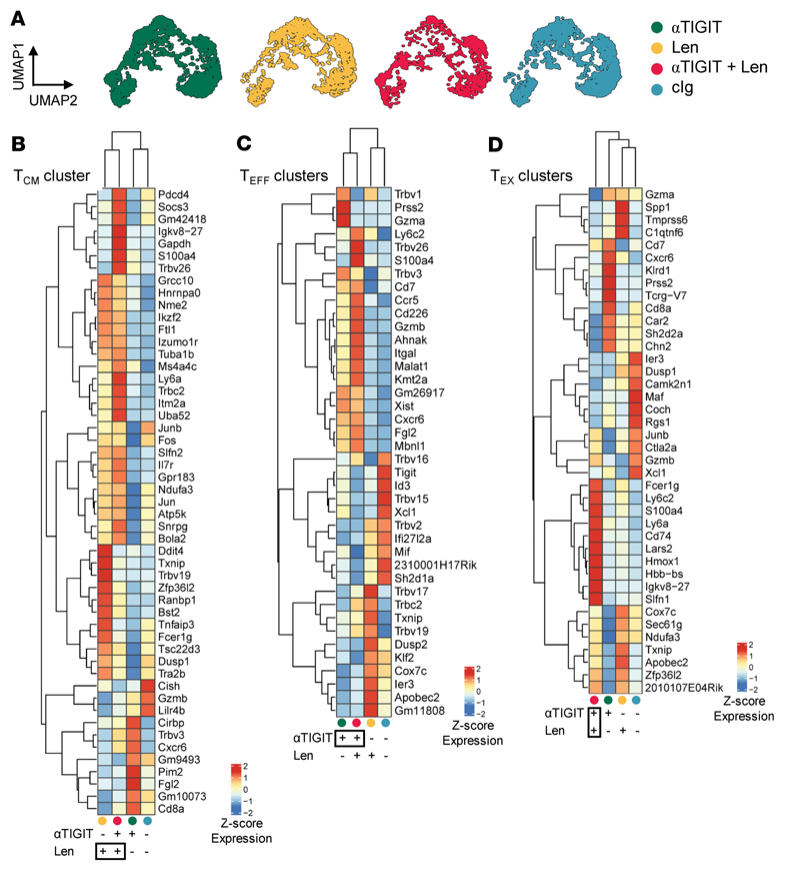
Gene expression in CD8^+^ T cell subsets is differentially driven by αTIGIT and lenalidomide. CRBN or B6 recipients were transplanted with 10 × 10^6^ BM with 2 × 10^6^ T cells from CRBN or B6 donors and then treated with 100 μg of αTIGIT or isotype control (cIg) twice a week from day 0 and daily lenalidomide (50 mg/kg; Len.) or vehicle from day +14 until 4 weeks after SCT. Mice were sacrificed on week 4 and CD8^+^ T cells were sorted for 5′ single-cell RNA sequencing (*n* = 5/group). (**A**) UMAPs of BM CD8^+^ T cells split by treatment group. Heatmaps with hierarchical clustering of top differentially expressed genes in (**B**) the central memory T cell cluster (Tcm), (**C**) effector T cell clusters (Teff), and (**D**) exhausted T cell clusters (Tex) across treatment groups.

**Figure 5:**
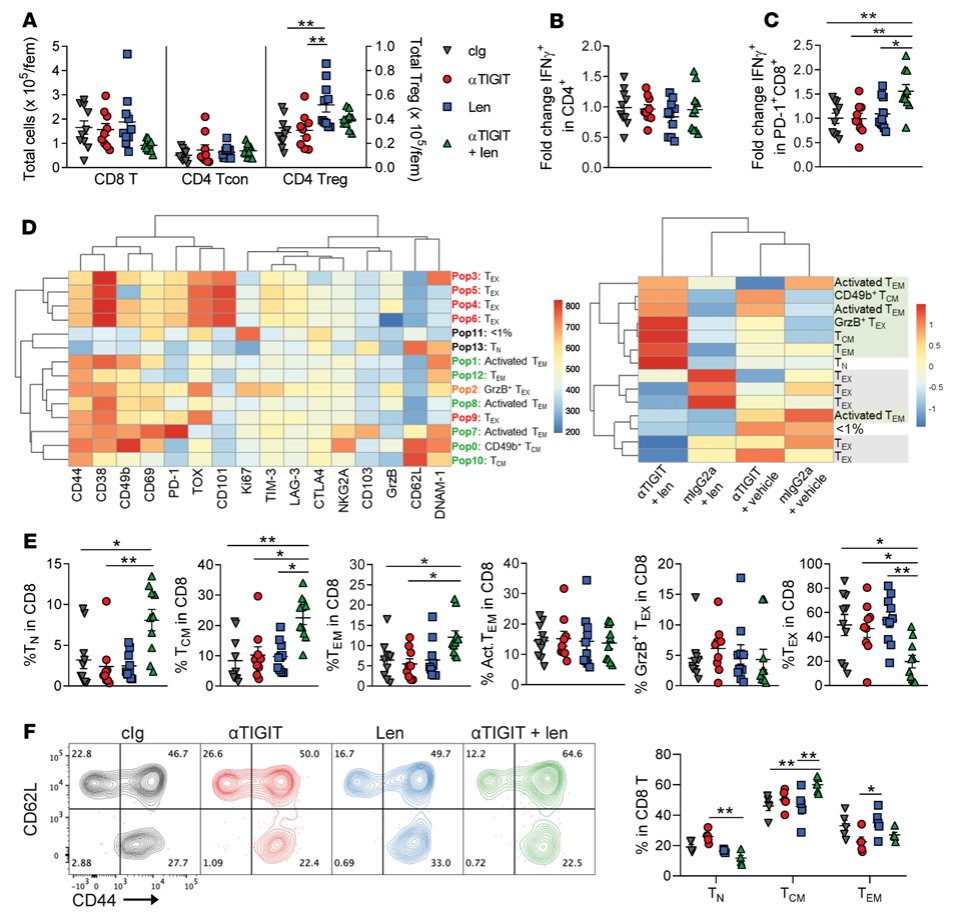
The combination of αTIGIT and lenalidomide reduces CD8^+^ T cell exhaustion and expands central memory T cells in the BM. CRBN or B6 recipients were transplanted with 10 × 10^6^ BM with 2 × 10^6^ T cells from CRBN or B6 donors and then treated with 100 μg of αTIGIT or cIg twice a week from day 0 and daily lenalidomide (50 mg/kg) or vehicle from day +14 until 5 weeks after SCT. Mice were sacrificed on week 6 and BM was harvested for analysis by flow cytometry (BM: *n*=10/group from 2 independent experiments). (**A**) Enumeration of T cell subsets in BM per femur (fem). CD8^+^ T and CD4^+^ conventional T (Tcon) cells on left axis and Tregs on right axis. (**B** and **C**) BM was stimulated with PMA/ionomycin to measure IFN-γ production as a fold change relative to the mean of cIg-treated mice in (**B**) CD4^+^ and (**C**) CD8^+^ Tcon cells. (**D**) Representative heatmap of marker expression (MFI) in each population of CD8^+^ T cells identified using FlowSOM (left) and heatmap of the relative mean frequency of each population across treatment groups (right). Tn = CD62L^+^CD44^–^, Tcm = CD62L^+^CD44^+^, Tem = CD62L^–^CD44^+^, Tex = TOX^+^. (**E**) Quantification of broader phenotypes (including one or more populations identified by FlowSOM) across treatment groups. Descriptions of individual populations and how they are grouped is included in Supplemental Table 1. (**F**) Recipients were transplanted with 10 × 10^6^ BM from naive donors with 2 × 10^6^ T cells from concurrent donor cohorts injected with myeloma at the same time as the recipients. Recipients were treated as above after SCT. Representative flow cytometry plots of CD62L and CD44 expression on CD8^+^ T cells from BM 4 weeks after SCT and quantification of CD8^+^ T cell differentiation. One-way ANOVA with Holm-Sidak’s test or Kruskal-Wallis test with Dunn’s multiple-comparison test. Data represent mean ± SEM. *P < 0.05, **P < 0.01.

**Figure 6:**
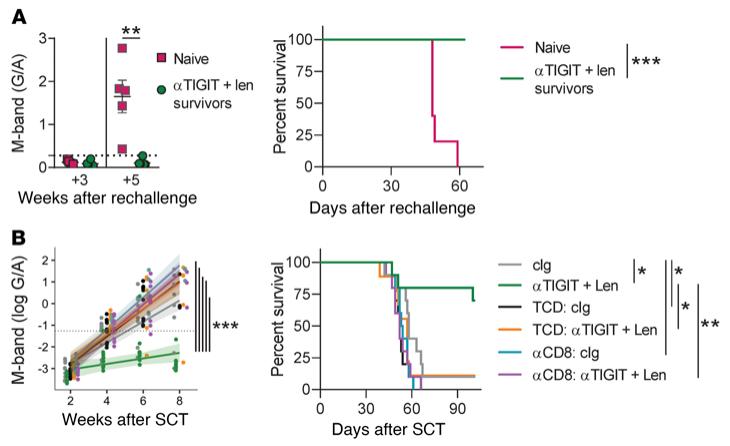
αTIGIT and lenalidomide generate immunological memory that is highly dependent on CD8^+^ T cells in the donor graft. (**A** and **B**) B6 or CRBN recipients were transplanted with 10 × 10^6^ BM with 2 × 10^6^ T cells from B6 or CRBN donors and then treated with 100 μg of αTIGIT or cIg twice a week from day 0 and daily lenalidomide (50 mg/kg) or vehicle from day +14 until 5 weeks after SCT. (**A**) M-band in long-term survivors after αTIGIT + lenalidomide treatment that were rechallenged with Vk12653 compared to naive controls (*n* = 5–6/group). G/A, gamma/albumin ratio. (**B**) Modeled M-band and overall survival of recipients transplanted as above or with T cell–depleted BM (TCD) or treated with CD8-depleting antibodies (αCD8). Median survival analyzed with log-rank test and Benjamini-Hochberg correction for multiple comparisons. Tukey’s test was performed to correct for multiple comparisons for modeled M-bands. Mann-Whitney was used for comparison of 2 data sets. Data represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

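The data are 4 libraries of single CD8+ T cells sorted from mouse BM 4 weeks after SCT, each from 5 pooled mice of 1 treatment group, sequenced for gene expression and for the TCR. The authors processed reads with cellranger, downsampled them across libraries with its aggregate function, and kept cells by their UMI number, mitochondrial share, and expression of Cd3e/g and Cd8a. Each value of the deposited expression table is a raw UMI count per gene and cell, to which the authors applied no normalization. In the deposited cell table the UMI total is a count and the mitochondrial share is a fraction between 0 and 1, as the authors computed them. The cell table also gives the authors' cluster name and Leiden cluster number, from Monocle3, and a library number from 1 to 4. The TCR table gives the chains of each cell as the authors combined them with scRepertoire, whose versions and filters the paper's text does not name.

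No label, legend or method that was read names the treatment of a library number. Groups were not inferred from the order or the values of the libraries. The legend of Figure 3G states no clonotype overlap between cIg and αTIGIT with lenalidomide, and only libraries 3 and 4 shared 0 clonotypes here. A match made in this way would rest on the values and would not by itself say which library is which, so it was not used. Comparisons between treatments were therefore not made, and all results concern the clusters. The sample labels give 5000000 T cells per graft and the paper gives 2000000, and neither number enters a calculation. Genes were named through the GENCODE M21 annotation of GRCm38, which gave a symbol to 17534 of the 17561 genes. The paper's text does not name the genome build, so coordinates are those of this annotation. All cells in the count table were used, and none fell outside the UMI range of the methods. The paper's text states no removal of doublets and none were removed here, but transcripts of other cell types and cells with a pair of TRB chains were counted. Cells with a pair of TRB chains made up 5.32% of Tn cells with a TCR, 6.67% in Tcm, 7.62% in transitory Teff and 12.4% to 15.8% in the other clusters.

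Cluster shares are shares of all cells. Expression is the sum of UMIs of a gene over the cells of a cluster, divided by all UMIs of these cells and multiplied to CPM, and ratios compare 5 Teff and Tex clusters together with Tn, or cycling cells with these 5. For leading genes, 10 CPM were added to both sides and genes needed 50 CPM. Free RNA and per-cell shares were compared after thinning each cell at random to 2500 UMIs with seed 7. Clone size was counted over all libraries, with hyperexpanded clones above 100 cells. Overlap of clusters was counted within libraries. Intervals are at the 95% level: Poisson for CPM, conditional binomial for ratios, Clopper-Pearson for shares, and a jackknife over cells for Simpson's index and the Morisita-Horn index. A count of 0 was given the limit of 3 counts. The jackknife intervals were introduced after values under the alternatives had been seen. Depth was 15556967 to 38440687 UMIs per library, and the smallest cluster of a library held 31 cells.

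The genes named in the text follow a rule set beforehand: every gene that the paper names for these data or labels in Figure 3D, the targets of lenalidomide, and the genes with the largest ratio of combination to cIg. The last part was not used, since it needs the treatment groups. Genes of the rule that belong at no claim are given with the other observations. Leading genes of the clusters, the genes of the closing section and the marker lists for macrophages, plasma cells, NK cells, interferon-induced transcripts and nuclear transcripts were chosen after their values were seen, apart from Ncr1, Malat1, Xist and Kmt2a. Alternatives changed the denominator and the cells used for shares, the depth, weight and labels of cells for expression, the index, the clonotype definition and the number of cells for clonality and overlap, and left out each library in turn.

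Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 for plots. The calculation of ratios, intervals, indices and thinning was tested on simulated data. With 200 genes changed by a known amount among 7661 genes with at least 100 counts, in clusters of the size and depth of TIM-3+ Tex and Tn, the median absolute error was 0.0667 on a log2 scale, and 95% of the intervals held the true ratio. Counts were drawn as Poisson totals, as the intervals assume, with no variation between cells, clones or libraries. The simulation thus checks the calculation and not whether the intervals suit the real data.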

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

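The tests of free RNA, of gene length and of damaged cells were chosen only after the results had been seen. The results are transcripts outside those that the paper discusses, with levels above the limit that a count of 0 allows. No library was matched to a treatment, so no biological explanation by treatment was tested for any of them.

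Lyz2 reached 291 CPM in the GzmA+ Tex cluster, together with 482 CPM of Cd74 and 274 CPM of Apoe, which are abundant in macrophages. These genes were picked from the same libraries. Of the plasma cell transcripts in the set, Igha had 535 UMIs in library 3 over all clusters, or 34.4 CPM, and 0, 0 and 2 UMIs in libraries 1, 2 and 4. Other immunoglobulin genes were not limited to library 3, such as Igkv4-91 with 17.5 CPM in library 1 and 6.56 CPM in library 3. Free RNA gives all clusters of a library a like share of cells with such transcripts. With all cells thinned to 2500 UMIs, the share with at least 1 UMI of the macrophage and plasma cell set was at least 3.31 times that of the next cluster in each of the 4 libraries, which argues against free RNA as the whole source. Droplets that hold a T cell and another cell remain open and cannot be told apart from T cells that carry these transcripts themselves. In full counts 554 of the 571 cells, or 97.0%, had at least 1 such UMI, so only 17 cells were left for comparison. After thinning, the median number of UMIs in cells with the set was 0.641 of that in cells without it in the lowest library, but that comparison splits cells by chance detection. The set took 0.0933% of the UMIs of the median cell and 41.2% in the highest. The cluster had more UMIs per cell than the other Teff and Tex clusters in each library, with medians of 10741.5, 10138, 9321 and 10688 in libraries 1 to 4, and 92.5% of the cells with the set after thinning had a Cd3e UMI.

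Igkv8-27, an immunoglobulin variable gene, had 133 CPM in library 3 and a single UMI in the other libraries together. In library 3, 75.9% of its 2071 UMIs lay in 10 cells, and 1506 of them, or 72.7%, in a single cell. A candidate explanation for most of the signal is a droplet that caught a plasma cell. Without that cell the level was 36.3 CPM. The other part was spread thinly: 251 cells, or 14.6%, had at least 1 UMI, and 163 of these had 1 or 2. After thinning, the share of cells with a UMI was between 5.48% and 10.8% in every cluster, a ratio of 1.98 between the highest and the lowest, which is consistent with free RNA from lysed cells. Which cells of the BM gave this RNA was not tested.

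Isg15 reached 1086 CPM in GzmB+ Teff, where Ifit1 and Ifit3, also induced by interferon, led the cluster. A single library as the source is argued against, since the log2 ratio of Isg15 to all other cells was at least 3.76 in each of the 4 libraries. Free RNA as the whole source is argued against in the same way as for GzmA+ Tex, since the share of thinned cells with the interferon-induced set was at least 3.17 times that of the next cluster in each library. A response to interferon in these cells may be a biological explanation, as a hypothesis found on the same data. Other technical explanations were not tested.

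Klrb1c, which encodes an NK cell receptor, reached 242 CPM in the Tcm cluster, with 317 CPM of Klra7, 93.9 of Klra1, 263 of Fcer1g and 160.0 of Tyrobp. Il7r had 25.5 CPM and Ccr7 26.3 CPM in this cluster, against 395 and 226 CPM in Tn. NK cells in the sort would lack a TCR, but 79.0% of Tcm cells had a TCR call. This argues against NK cells as the main source, and Ncr1 had 4.92 CPM. With cells split by Klrb1c after thinning, the share with a call was 79.8% with it and 78.4% without it. The difference of 1.42 percentage points was within counting error. In libraries 1 to 4 it was -0.16, -0.65, 1.24 and 3.03 points. Thinned cells are split in part by chance detection of Klrb1c, so this comparison alone cannot exclude NK cells. A Cd3e UMI was found in 91.4% of thinned cells with Klrb1c and 91.8% of those without it. Cells had been kept for Cd3e/g expression, so this cannot tell NK cells from T cells. Free RNA is argued against by the share of thinned cells with Klrb1c, which was at least 2.21 times that of the next cluster in each library. Expression of these receptors by T cells of the cluster may explain the level, as a hypothesis from these data. The name of the cluster is the authors', and no other was tested.

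Itga4 reached 1335 CPM in TIGIT+ Teff. Transcripts of long genes were raised in this cluster as a class. Across 5701 genes, which are not independent replicates, Spearman's rho between gene length and the log2 ratio to the other Teff and Tex clusters was 0.651. In single libraries it was 0.536 to 0.640. The other Teff and Tex clusters, each compared with the rest without TIGIT+ Teff, had between -0.139 and 0.182 over all libraries, and between -0.114 and 0.229 in single libraries. Genes spanning at least 100000 bases had a median log2 ratio of 0.76, and genes under 10000 bases one of -0.15. The nuclear transcripts Kcnq1ot1 and Xist had 137 and 609 CPM, against 54.2 and 399 CPM over all clusters. A candidate explanation is a higher share of unspliced nuclear RNA in these cells, which the length test is consistent with. Damaged cells that lost cytoplasmic RNA cannot be told apart from intact cells with more nuclear RNA. The median mitochondrial share was 2.87%, 1.48 times that of the next Teff or Tex cluster and the highest in each of the 4 libraries, while the number of UMIs was the lowest in only 1 library. Numbers of intronic reads would be needed to decide.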

How the results depend on the processing

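Alternatives that used the Leiden cluster numbers, left out GzmA+ Tex or a single library, matched clonotypes over all libraries, used every cell of the TCR table or used only the cells with the fewest UMIs were chosen after seeing the data. All other alternatives were set before the data were examined. The counting intervals of Simpson's index and of the Morisita-Horn index, used to judge whether a value moved, were introduced after the values under the alternatives had been seen. No value whose sign was established reversed. A value counts as moved when it left its counting interval, or a count when it changed by over 1.5 times. By this measure 55 of 79 values of cluster shares moved, 29 of 96 log2 ratios, 38 of 80 Simpson indices, 9 of 24 clone size values, 11 of 54 values of overlap between clusters and 3 of 7 between libraries. The log2 ratios to Tn kept their sign for all 8 genes under every alternative run. Except where the construction is named as the reason, the cause was not tested.

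Among cluster shares, leaving cycling cells out of the denominator raised each share by construction, to 13.7% in Tn, 34.8% in Tcm, 19.2% in transitory Teff, 7.45% in GzmB+ Teff, 10.7% in TIM-3+ Tex, 5.81% in GzmA+ Tex and 8.30% in TIGIT+ Teff. With only cells that had a TCR call, shares followed the call rate: 14.4% Tn, 33.9% Tcm, 18.1% transitory Teff, 7.22% TIM-3+ Tex, 2.94% GzmA+ Tex, 4.57% TIGIT+ Teff and 12.5% cycling cells. Counting each clonotype once shrinks expanded clusters by construction and gave 19.96% Tn, 45.4% Tcm, 10.3% transitory Teff, 7.91% GzmB+ Teff, 2.33% TIM-3+ Tex, 2.92% GzmA+ Tex, 3.83% TIGIT+ Teff and 7.35% cycling cells. With at least 4000 UMIs per cell, Tn was 12.2%, Tcm 31.4%, transitory Teff 13.8%, TIGIT+ Teff 4.97% and cycling cells 17.3%. Without the largest clonotype of each library, Tcm was 30.3%, transitory Teff 15.2% and TIM-3+ Tex 8.34%. By Leiden number, Tn was 12.9%, Tcm 28.0%, transitory Teff 11.7%, GzmB+ Teff 7.66% and TIM-3+ Tex 11.4%. Leaving out each library in turn gave 10.3% to 13.5% for Tn, 25.5% to 30.3% for Tcm, 14.5% to 17.6% for transitory Teff and 5.80% to 7.20% for GzmB+ Teff. TIM-3+ Tex ranged from 7.58% to 10.2%, TIGIT+ Teff from 5.06% to 9.50% and cycling cells from 14.6% to 17.7%.

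Among log2 ratios to Tn, Leiden numbers gave 4.96 for Pdcd1, 4.17 for Tigit, 2.97 for Tox, 5.08 for Gzma and 3.13 for Gzmb. Thinned cells gave 5.54 for Gzma and 1.38 for Prf1, and the mean over cells of each cell's CPM gave 3.53 for Gzmb. Leaving out each library in turn gave -1.29 to -1.01 for Tcf7, 3.09 to 3.66 for Gzmb, 2.98 to 3.45 for Ifng and 1.16 to 1.42 for Prf1. For cycling cells against Teff and Tex clusters, thinning gave 0.0233 for Gzma, 0.12 for Gzmb and -0.31 for Prf1. The Gzmb ratio was 0.14 with the mean of each cell's CPM and 0.14 without GzmA+ Tex. The Gzma ratio was within counting error of 0 and its sign was not established. It ranged from -0.0852 without library 4 to 0.17 without library 1. Gzmb ranged from 0.00827 without library 3 to 0.33 without library 1, and Ifng from -0.52 to -0.36.

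TIM-3+ Tex had the highest Simpson index under every alternative run over all libraries together, and the lowest Teff or Tex index was 4.21 to 24.0 times the higher of Tn and Tcm. Without the square root all indices are smaller by construction: 1.07e-05 in Tn, 3.54e-05 in Tcm, 0.0113 in transitory Teff, 0.000851 in GzmB+ Teff, 0.0464 in TIM-3+ Tex, 0.00697 in GzmA+ Tex, 0.0110 in TIGIT+ Teff and 0.0116 in cycling cells. The TRB amino acid sequence alone merges clonotypes, and gave 0.00711, 0.00886, 0.137, 0.0373, 0.262, 0.105, 0.141 and 0.137 in the same order. With clusters drawn down to the same number of cells, Tcm had 0.00485, and by Leiden number GzmB+ Teff had 0.0567. In the third of cells with the fewest UMIs, 81.4% of 3921 cells had a TCR call, and the index was 0.00541 in Tn, 0.138 in transitory Teff, 0.0528 in GzmB+ Teff, 0.264 in TIM-3+ Tex, 0.0994 in GzmA+ Tex and 0.118 in cycling cells. Leaving out each library in turn gave 0.00632 to 0.00716 in Tcm, 0.113 to 0.132 in transitory Teff, 0.222 to 0.261 in TIM-3+ Tex, 0.0857 to 0.107 in GzmA+ Tex, 0.109 to 0.140 in TIGIT+ Teff and 0.117 to 0.133 in cycling cells.

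The number of hyperexpanded clonotypes was 8 with the TRB sequence alone and 6 with every cell of the TCR table. Their share of Teff and Tex cells was 29.5% with TRB, 16.7% with only cells of exactly 1 TRA and 1 TRB chain, and 19.3% with every cell of the TCR table. Leaving out each library gave 9.63% to 12.9%, and for Tn and Tcm 0% without library 2, which held the only such cell, to 0.0416%. Transitory Teff and TIM-3+ Tex shared 48 clonotypes with exactly 1 chain of each kind and 37 with at least 2 cells in each cluster, and 46, without library 4, to 67 with a library left out. For transitory Teff and TIGIT+ Teff these were 24 with at least 2 cells, and 35, without library 1, to 58, and the Morisita-Horn index was 0.318 without library 1 and up to 0.553. TIM-3+ Tex and TIGIT+ Teff shared 20 with exactly 1 chain of each kind, 13 with at least 2 cells, and 19, without library 1, to 28, with an index of 0.117 without library 1 and up to 0.476. The clonotypes in at least 2 libraries numbered 112 with TRB, 14 with at least 2 cells in a library, and 3 among the 10 largest clonotypes of each.

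Alternatives that compare treatment groups were not run, since the libraries were not matched to groups: TMM factors and DESeq2 size factors, equal weights of clusters and of clonotypes, cycling cells included or TIGIT+ Teff left out, and the number of genes, linkage and distance in clustering of the groups. Depth limits the smallest groups most, such as the 31 TIM-3+ Tex cells of library 3, and the TCR results of GzmA+ Tex, TIGIT+ Teff, cycling cells and TIM-3+ Tex, in which 41.0% to 54.5% of cells had a call.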

Differences from the paper's values

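The tests that leave out a library or GzmA+ Tex, use Leiden numbers or match clonotypes over all libraries were chosen only after the results had been seen. The values that the paper states for measures computed here were the number of clusters and the cutoffs for UMIs and mitochondrial RNA. None differed by the size set for such a difference. The deposited cells already carried the authors' cluster names and had passed these cutoffs, so this outcome was fixed in advance and tests no result of the paper.

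The paper's methods keep cells with expression of Cd3e/g and Cd8a. In the deposited counts, 1159 of the 11754 cells, or 9.86%, had no Cd8a UMI, and 634 of these had a Cd8b1 UMI. Both a Cd3e or Cd3g UMI and a Cd8a UMI were found in 10590 cells, or 90.1%. No alternative changes the cells in the table.

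The paper describes lower expression of granzymes, IFN-γ and perforin in cycling cells at the end of the pseudotime trajectory. By cluster, Ifng and Prf1 were lower in cycling cells than in the Teff and Tex clusters together, and the granzymes were not. The log2 ratio over all libraries was -0.01 for Gzma, within counting error of 0, and 0.20 for Gzmb. Gzma was higher in cycling cells in 3 libraries and lower in 1, and Gzmb was higher in 2, lower in 1 and within counting error in library 1. Gzma was at -0.07 without library 2, -0.09 without library 4, -0.03 by Leiden number and -0.03 without GzmA+ Tex, but 0.17 without library 1 and 0.004 without library 3, all chosen after seeing the values. The alternatives set before the data were examined gave 0.02 with thinned cells and 0.0001 with the mean of each cell's CPM. The lowest single library was at -0.22 for Gzmb, which was lower in no alternative run. Against TIM-3+ Tex alone, Gzma was lower in cycling cells in libraries 1, 2 and 4 and higher in library 3, where TIM-3+ Tex had only 31 cells. Gzmb was higher in cycling cells in libraries 1, 2 and 3 and lower in library 4. Over all libraries it was 529.8 CPM in cycling cells against 471 CPM, but 431 against 459 CPM without library 3, chosen after seeing the values, so its direction against this cluster is not settled. Against transitory Teff alone, the ratio was 0.30 for Gzma (higher in 2 libraries, lower in 2), 0.40 for Gzmb (3 higher, 1 lower), 0.19 for Prf1 (intervals overlapping in each library) and -0.19 for Ifng (lower in 3 libraries, overlapping in 1). Pseudotime was not used here.

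The paper singles out transitory Teff with TIM-3+ Tex and with TIGIT+ Teff for clonal overlap. Of 28 pairs of clusters, these ranked 2 and 5 by shared clonotypes and 9 and 8 by the Morisita-Horn index. The paper's text does not name the measure behind its overlap figure, so a difference in rank may come from the use of another measure. By the share of a cluster's own repertoire found in the other cluster, transitory Teff with TIM-3+ Tex was first of all pairs, with 55.6% of TIM-3+ Tex clonotypes and 88.0% of its cells. Transitory Teff with TIGIT+ Teff had 28.8% of TIGIT+ Teff clonotypes and 54.4% of its cells. Among the partners of TIGIT+ Teff, transitory Teff was first by shared clonotypes, 63 against 61 for cycling cells, and by share of clonotypes, 28.8% against 27.9%, and it followed cycling cells by share of cells, 54.4% against 54.9%. The pair of transitory Teff and cycling cells ranked first by shared clonotypes, and that of transitory Teff and GzmA+ Tex by the index. Neither of the pairs that the paper singles out ranked first by number of shared clonotypes or by the index under any alternative run, and the shares were not computed under alternatives. Both shared rank 2 by shared clonotypes without library 2, with 58 each, an alternative chosen after seeing the values.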

Other observations

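The tests of receptor transcripts and of cell depth were chosen only after the results had been seen. The tests of extra chains, barcode exchange and cluster composition were set out before their results were computed.

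The share of cells with a TCR call was lower in the GzmA+ Tex, TIGIT+ Teff, cycling and TIM-3+ Tex clusters than in Tn. Fewer receptor transcripts as the reason is argued against: Trac, Trbc1 and Trbc2 together were at least 1.99 times as high in CPM as in Tn in each of these clusters. Fewer UMIs per cell is argued against as well. The median was up to 1.78 times that of Tn, in cycling cells. TIGIT+ Teff was the exception with 0.772 of the Tn median, but within that cluster the share with a call fell from 76.1% in the third of cells with the fewest UMIs to 11.8% in the third with the most. The change from the fewest to the most UMIs was a median of -64.6 percentage points over the 4 clusters, against a rise of 3.76 points in Tn. The share also changed by -43.9 points in GzmB+ Teff, -31.8 in transitory Teff and -10.9 in Tcm, so the fall with UMIs was not limited to the 4 clusters. No call held more than 2 chains of a kind. This is consistent with removal of cells with extra chains before the table was made, and a drop of calls by sequencing depth of the TCR libraries was not tested. No biological explanation was tested.

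In all, 37 clonotypes were found in at least 2 libraries: 32 in 2, 5 in 3 and 0 in all 4. They held 1112 cells, or 14.0% of cells with a TCR. Libraries 1 and 2 shared 24, 2 and 3 shared 11, 1 and 4 shared 7, 2 and 4 shared 3, 1 and 3 shared 2, and 3 and 4 shared 0. Of the 37, 26 had 1 cell in the library with the fewest and 11 had at least 2 cells in each of their libraries. Exchange of barcodes between libraries would leave the same cell barcode with the same clonotype in more than 1 library. Of the cells of these clonotypes, 0 shared a barcode across libraries, which argues against it. Contamination before barcoding, the same TCR arising in different mice and other sources were not tested, and the treatment of the libraries is not known here. Recipients received donor T cells, and the paper's text does not state whether grafts of different groups came from the same donors.

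Cd226 in the Teff clusters together differed 3.17-fold between libraries: 149, 78.1, 247 and 83.6 CPM in libraries 1 to 4. The share of TIGIT+ Teff among Teff cells was 36.5%, 7.29%, 47.0% and 6.01%. Composition alone would leave the clusters alike between libraries, but within transitory Teff the highest library was still 2.47 times the lowest, which argues against composition as the whole reason. Cd226 also ranged from 137 to 377 CPM within TIGIT+ Teff. Within GzmB+ Teff it was 107, 79.7, 98.4 and 93.3 CPM in libraries 1 to 4, a narrower range, so composition as part of the reason stays open. No biological explanation was tested.

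Other genes that the paper names in these clusters are given as ranges over the 4 libraries, in no order of treatment. Ikzf2 had 178 to 279 CPM in Tcm, with a median of 224. Cxcr6 had 192 to 399.6 CPM in the Teff clusters, with a median of 319.8. Fcer1g had 98.5 to 218 CPM in the Tex clusters, with a median of 134. Within TIM-3+ Tex it was 38.2 to 66.4 CPM, and within GzmA+ Tex 210 to 284 CPM. The joint value of Fcer1g therefore also depends on the shares of these clusters in a library. In GzmA+ Tex, 97.0% of cells carried macrophage or plasma cell transcripts. Whether the Fcer1g of this cluster came from T cells or from other cells was not tested. Il7r had 15.7 to 52.5 CPM in Tcm, with a median of 32.0. In the Teff and Tex clusters together, Ikzf1 had 151 to 318 CPM (median 207), Ikzf3 258 to 434 (median 309) and Crbn 52.4 to 63.7 (median 55.1). In the same clusters, Ccl5 had 19835.5 to 23774 CPM (median 22309.7), Ccl4 1318 to 1662 (median 1644), Ccl3 707 to 1204 (median 924) and Gzmk 431 to 481 (median 456). Fasl had 108 to 166 CPM (median 132), Csf1 8.46 to 26.9 (median 11.8), Il2 5.52 to 7.43 (median 6.81) and Il10 2.01 to 8.38 (median 3.39). Cd4 was found in 19 cells, or 0.162%.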
